# Mapping the m1A, m5C, m6A and m7G methylation atlas in zebrafish brain under hypoxic conditions by MeRIP-seq

**DOI:** 10.1186/s12864-022-08350-w

**Published:** 2022-02-08

**Authors:** Wei Li, Xiaoyu Li, Xunjie Ma, Wei Xiao, Jingjing Zhang

**Keywords:** RNA methylation, Zebrafish, Hypoxia, miRNA, Retroviruses

## Abstract

**Background:**

The epigenetic modifications play important regulatory roles in tissue development, maintenance of physiological functions and pathological process. RNA methylations, including newly identified m1A, m5C, m6A and m7G, are important epigenetic modifications. However, how these modifications are distributed in the transcriptome of vertebrate brains and whether their abundance is altered under pathological conditions are still poorly understood. In this study, we chose the model animal of zebrafish to conduct a systematic study to investigate the mRNA methylation atlas in the brain.

**Results:**

By performing unbiased analyses of the m1A, m5C, m6A and m7G methylation of mRNA, we found that within the whole brain transcriptome, with the increase of the gene expression levels, the overall level of each of these four modifications on the related genes was also progressively increased. Further bioinformatics analysis indicated that the zebrafish brain has an abundance of m1A modifications. In the hypoxia-treated zebrafish brains, the proportion of m1A is decreased, affecting the RNA splicing and zebrafish endogenous retroviruses.

**Conclusions:**

Our study presents the first comprehensive atlas of m1A, m5C, m6A and m7G in the epitranscriptome of the zebrafish brain and reveals the distribution of these modifications in mRNA under hypoxic conditions. These data provide an invaluable resource for further research on the involvement of m1A, m5C, m6A and m7G in the regulation of miRNA and repeat elements in vertebrates, and provide new thoughts to study the brain hypoxic injury on the aspect of epitranscriptome.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08350-w.

## Introduction

In the 1950s, researchers discovered the first structurally modified nucleoside in yeast, namely, pseudouridine [1]. Subsequently, the N(6)-methyladenosine (m6A) modification of mammalian mRNAs was discovered in 1974 [2, 3]. However, due to the limitation of technology and the advanced structure of RNA, research progress on RNA epigenetic modification has been limited. Recently, with the prevalence of high-throughput technology development, a wave of research on epigenetic modification has been stimulated. The ubiquity and biological significance of the internal methylation of mRNA have been recognized [4, 5]. Therefore, the field of RNA epigenetic modification research has emerged.

Scientists have found that m6A affects the ability of some proteins to bind to RNA, such as heterogeneous nuclear ribonucleoprotein C (HNRNPC) [6]. m6A also affects many biological processes, such as pre-mRNA processing, protein translation initiation and mRNA degradation [7, 8]. Based on the above m6A functions at the molecular level, it also affects biological processes, such as development, metabolic diseases, sex differentiation and tumorigenesis [9–12]. Most importantly, the m6A demethylase FTO was discovered [4], paving the way for increased research on RNA epigenetic modification and establishing a foundation for the study of other RNA methylation modifications. It has been demonstrated that the abundance of m6A ranges from 0.1 - 0.4% of the total adenosine residues in cellular mRNA [13]. With the development of technology, researchers have also found m1A, m5C, m7G and other modifications of mRNA. The abundance of m1A on mRNA ranges from 0.015 - 0.054% in mammalian cells and 0.16% in mammalian tissues [14, 15]. Approximately 0.4% of human cells are modified by m5C [16], and the abundance of m7G in mammalian mRNA ranges from approximately 0.02 - 0.05% (excluding the m7G cap structure) [17]. However, it is still unknown whether hypoxia could affect the abundance of methylation modifications on mRNAs, which further affects the expression levels of these genes.

Hypoxia is a significant feature of the solid tumor microenvironment and it has been proved that the m6A modification plays a vital role in regulating tumor development in hypoxic microenvironment [18–20]. Moreover, brain is also very sensitive to and is the primary target of global hypoxia, such as in the patients of ischemic strokes and in the embryos suffering *perinatal hypoxia.* Whether the effects of the hypoxic microenvironment on the brain in the perinatal period and on solid tumors are affected by m1A, m5C or m7G modifications is still poorly understood. To better study the role of RNA methylation in brain tissue under a hypoxic microenvironment, we used a vertebrate model animal of zebrafish to conduct a systematic study.

Epigenetic mechanisms, including DNA methylation, histone modification, noncoding RNA and chromatin remodeling, have been demonstrated being involved in perinatal brain injuries [21, 22]. The m6A is rapidly and transiently modified in the RNA region corresponding to DNA damage, and this modification occurs on the polyA tails of many transcripts [23]. Studies also showed that mRNA is modified by m5C at the site of DNA damage. Because the RNA methyltransferase TRDMT1 is recruited to DNA damage sites, it promotes the generation of m5C and thus regulates homologous recombination, suggesting that post-transcriptional modifications of RNA can also be used as DNA damage codes to affect DNA repair [24]. These suggest that RNA base modification might correlate with DNA damage. In addition, m6A exhibits a dynamic response to external stimuli, which changes the expression pattern of the body to resist and adapt to stimulation [25–28]. m1A and m7G modifications on mRNAs have also been reported to respond to external stimuli, such as heat stress and glucose starvation [15, 29]. These results indicate that some methylation modifications on RNA are dynamic and reversible. In the animal brain, the abundance of m1A and m6A modifications on mRNA are the highest [15, 30]. Moreover, m6A has been extensively proven to function on brain development and diseases.

Endogenous retroviruses (ERVs), identified in human brain cells and mouse models, are revealed being associated with many central nervous system diseases [31–33]. Recently, it is reported that ERVs could be affected by m6A and function on maintaining cell integrity and regulating gene expression [34, 35]. These findings provide a good basis to study whether ERVs are also affected by RNA methylation in the brain.

Although RNA methylation has been reported playing vital roles in embryonic development and in the pathological processes, e.g., in the brain suffering ischemic and hemorrhagic stroke, no systematic mapping of the methylation atlas in brain tissue has been conducted till now. How these RNA methylations are altered under these pathological conditions is still unclear. In this study, the model animal of zebrafish was applied for this comprehensive and systematic study. The mRNA methylation atlas indicates an important role of RNA methylation in maintaining the cerebral physiological functions. It also provides a comprehensive database of epitranscriptome marks present in adult brain, which may help to reveal potential biomarkers on epigenetic levels in some cerebral diseases related to hypoxic injury.

## Results

### Overview of m1A, m5C, m6A and m7G methylation abundance in zebrafish brain under hypoxic conditions

Recent studies have revealed a variety of internal modifications of eukaryotic mRNA, including additional methylations of adenosine to form N(1)-methyladenosine (m1A), C(5)-methylcytosine (m5C), N(6)-methyladenosine(m6A), and N(7)-methylguanosine (m7G) [13, 15, 17, 36, 37]. To investigate the mRNA methylation atlas in zebrafish brain, the brains from adult fish were collected for MeRIP-Seq following published protocol (Fig. 1A & B) [13]. Meanwhile, to reveal the alterations of the methylated modifications of mRNA in the brain transcriptome post-hypoxia induction, zebrafish were first incubated in a hypoxia-preconditioned tank until it reaches the physiological status of hypoxia [38]. 

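Brains of adult male AB zebrafish kept for about 5 min in water low in oxygen were set against brains of fish from normal water. For each antibody, the RNA of 30 brains per group, from 3 repeats of 10 fish, was pooled and gave 1 immunoprecipitated (IP) library and 1 input library. By the paper's total of fish, each antibody and the RNA-seq had pools of their own, so the modifications and the expression were measured in different fish. MeRIP-seq enriches RNA fragments that carry a methylated base with an antibody and sequences them beside the fragments that were not enriched. A peak is a stretch of a transcript where the IP holds more reads than the input. The authors trimmed the reads with Cutadapt 1.9.3, aligned them to the GRCz11 genome with HISAT2 2.0.4, called the peaks of each group with MACS and deposited 1 list of peaks per modification and group. Each peak comes with its position, its transcript and gene, its fold enrichment, which is a ratio of IP over input, and a score, which is -10 times the log10 of the p from MACS. All peak scores and folds given here are the authors' deposited values, and every deposited peak was used. The lists differ in how weak a peak they still hold. The lowest score is 3.02 for m1A and for m5C, 50 for m6A and 0.05 for m7G in the normoxia lists. A low score stands for a high p, and a score of at least 50 was reached by 58.1% of m1A, 13.9% of m5C and 18.0% of m7G peaks in normoxia. The FDR, a percent deposited with each peak, was never under 100% for m5C and m7G and never under 57.1% for m6A. Only 7 m1A peaks of normoxia had an FDR of at most 5%, so many of the peaks counted here are weakly supported. The lists hold no reads, so the depth of the IP and input libraries is unknown here. Gene lists for pathways and cell types, the rule for the genes named and the settings tried were written before the data were examined, except for the settings marked as chosen later, and values of Supplemental Tables 1 and 2 had by then been seen in part. With 1 pooled library per group there are no replicates, so no test between the groups was made and no difference has a replicate check. Intervals are exact binomial (Clopper-Pearson) 95% intervals and cover counting error over peaks, genes or reads only.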

Then, the brains from normoxia- or hypoxia-treated zebrafish were extracted for RNA-Seq and MeRIP-Seq respectively. The sequencing results indicated that all the four RNA methylation modifications of m1A, m5C, m6A and m7G are widely distributed within mRNAs of zebrafish brain under both hypoxic and normoxic conditions (Fig. 1C).

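In both groups the deposited m6A peaks were the widest and the most strongly enriched. The m6A lists hold no peak shorter than 200 bases or with a score under 50. Each of the other lists holds peaks of 10 bases or fewer and peaks of lower score. How much of the difference in medians comes from these limits was not tested. The median m6A peak was 673 bases long with a fold enrichment of 10.2 in normoxia, and 702 bases long with 9.19 in hypoxia. Peaks of the other modifications were narrower. The median m1A peak had 209 bases and a fold of 4.38 in normoxia and 204 bases and 4.17 in hypoxia. For m5C these values were 213 bases and 5.11 in normoxia and 225 bases and 4.11 in hypoxia, and for m7G 191 bases and 4.48 in normoxia and 194 bases and 4.87 in hypoxia. The protocadherin gene pcdh2g17, whose products are adhesion proteins of neurons, held the most m6A peaks, with 20 over 10 transcripts in normoxia and 16 in hypoxia. Next came baz2ba, a chromatin-remodelling gene, with 10 m6A peaks in normoxia and 9 in hypoxia, and SRCIN1, an adaptor of Src kinase signalling, with 9 in each group. Among protein-coding genes, the basement membrane collagen gene col4a1 held 3 m7G peaks in normoxia and 6 in hypoxia. The median scores were 738 and 728 for m6A, 81.6 and 54.4 for m1A, 10.8 and 18.0 for m5C and 2.04 and 3.06 for m7G in normoxia and hypoxia.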

**Fig. 1:**
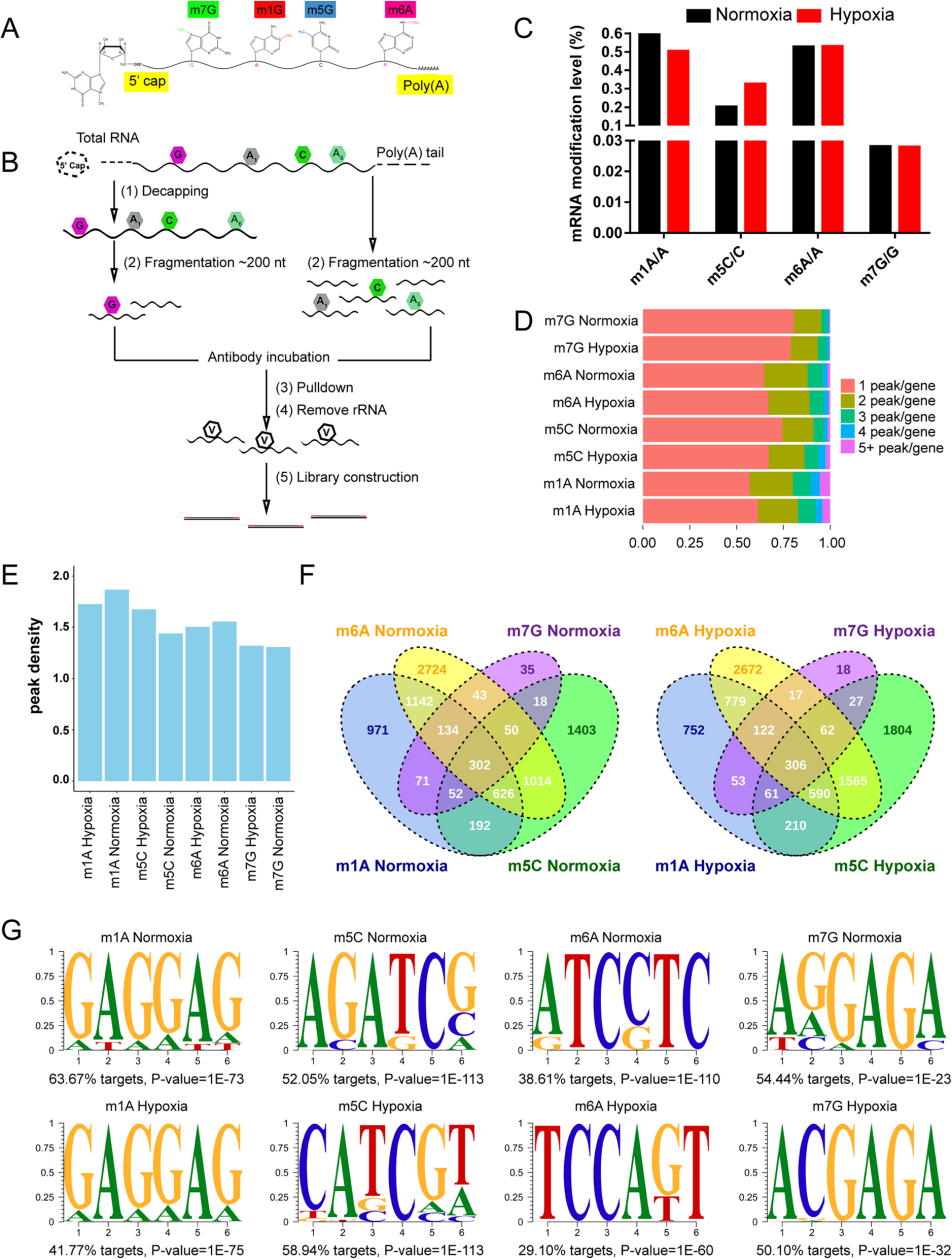
MeRIP-seq mapped transcriptome-wide distributions of m1A, m5C, m6A and m7G sites in the zebrafish brain under hypoxic conditions. **A** Schematic diagram of base modifications (m1A, m5C, m6A and m7G) within mRNA. **B** Schematic outline of MeRIP-seq. RNA was extracted from zebrafish brain tissue, and mRNA was enriched by PolyA, chemically fragmented to approximately 200 nt, and incubated with anti-m1A, m5C, m6A and m7G antibodies or IgG. Then, the target mRNA fragment was pulled down, and library construction was performed by high-throughput sequencing. **C** The position information of all the methylation regions on the mRNA was obtained by Bedtools GetFasta, the number of bases in the peak section was counted in each sample, and the proportion of methylation modifications within mRNA was calculated. These m1A, m5C, m6A and m7G of internal mRNA proportions were found to be 0.6203, 0.2011, 0.5264 and 0.0281% in the normal oxygen group and 0.5029, 0.3258%, 0.5294 and 0.0279% in the hypoxia group, respectively. **D** The percentage of methylated genes with 1, 2, 3, 4, or 5+ peaks per gene in the indicated zebrafish brain tissues, of which 1 peak gene accounted for the most. **E** The average peak density of all methylated genes in zebrafish brain tissue. **F** Venn diagram of methylated genes with m1A, m5C, m6A and m7G. The number of four modified genes in the normal oxygen group was 302, while that in the hypoxia group was 306. **G** Motifs of m1A, m5C, m6A and m7G. m1A and m7G tended to be GA-rich under both hypoxic and normoxic conditions, while m5C and m6A seem to be a little difference

Based on the high-throughput sequencing results, we obtained the proportion of methylated modified bases to the total number of bases by bioinformatics analysis as follows: m1A/A (≈0.6%), m5C/C (≈0.2%), m6A/A (≈0.5%) and m7G/G (≈0.02%). Importantly, we found relatively high m1A/A and m6A/A levels in the zebrafish brain (Fig. 1C), which is consistent with their abundance in the mammalian brain [13, 15, 25], indicating that RNA methylation in the brain is partly conserved between zebrafish and mammals. 

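The stretches of transcript under m1A peaks were shorter in hypoxia in sum, and those under m5C peaks were longer. Peaks of m1A covered 2499204 bases in normoxia and 1776736 in hypoxia, a ratio of 0.711. Peaks of m5C covered 2367865 bases in normoxia and 3783844 in hypoxia, a ratio of 1.60. For m6A the covered lengths were 9834996 and 9904477 bases, a ratio of 1.01, and for m7G 316981 and 309964 bases, a ratio of 0.978. The widest m1A peak of normoxia, which had no overlapping peak in hypoxia, lay on map1ab, which encodes a microtubule-associated protein. It spans 10387 bases of chromosome 25, from 19363945 to 19374331, with a fold enrichment of 43.5. The RNA-seq held almost no RNA of map1ab, with an FPKM of 0 in hypoxia and 0.0618 in normoxia, so it is doubtful that this peak reflects m1A of its transcript. Bases of every kind were counted and overlapping peaks were merged, because the genome sequence needed to count A, C and G apart was not used here. Among m5C peaks with a score of at least 50, an alternative chosen after seeing the data, the covered length in hypoxia was 3.10 times that in normoxia. A fixed score limit favours the hypoxia list, because m5C peaks of the same borders and about the same fold scored 3.06 times higher there at the median. With the limit of 50 scaled by this factor, also chosen after seeing the data, there were 991 m5C peaks in normoxia and 1046 in hypoxia.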

We found that the ratio of m1A/A was decreased to approximately 0.5% and that the ratio of m5C/C was increased to approximately 0.3% after exposure to hypoxic conditions, but the ratio of m6A/A and m7G/G showed little change (Fig. 1C). These results provide a clear overview of the abundance of methylation in zebrafish brain tissue under hypoxic and normoxic conditions. 

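In normoxia a single peak was found in 57.0% of genes with m1A (55.4% to 58.5%), 74.1% of genes with m5C (72.9% to 75.3%), 64.5% of genes with m6A (63.4% to 65.6%) and 80.3% of genes with m7G (77.6% to 82.9%). In hypoxia the same shares were 61.6% for m1A (59.9% to 63.3%), 66.2% for m5C (65.0% to 67.4%), 66.9% for m6A (65.8% to 68.0%) and 78.8% for m7G (75.8% to 81.6%). Genes with m6A held 1.56 peaks on average in normoxia and 1.50 in hypoxia. Genes with m7G held 1.31 and 1.32. Genes far above these averages were alike in both groups for some modifications. The nonmuscle myosin gene myh14 had 12 m1A peaks, 5 m5C peaks, 8 m6A peaks and 5 m7G peaks in each group. Genes were counted by their name in the deposited lists.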

Based on MeRIP-seq, we found that more than 50% of the methylated transcripts were methylated once (Fig. 1D), and each methylated transcript carries approximately 1.5 methylation peaks on average (Fig. 1E). Under normoxic conditions, we identified 3948, 4930, 7311 and 877 potential genes with m1A, m5C, m6A and m7G sites, respectively, within the mRNA. 

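By gene name, the normoxia lists held 3948 genes with m1A, 4958 with m5C, 7336 with m6A and 880 with m7G. The numbers of genes with each modification differed between gene lists. Of 76 measured splicing factors of the SR family and their partners, 49 carried m1A in normoxia, 26 carried m6A, 15 carried m5C and 4 carried m7G. Of 30 genes for hnRNP proteins, which bind nascent RNA, 21 carried m1A and 4 carried m6A. Genes of hindbrain patterning were the other way round, with m6A on 22 of 29 measured genes and m1A on 5. Of 24 neuron markers, 13 carried m1A, 11 carried m6A and none carried m5C or m7G. The lists also differed in expression, with a median FPKM of 42.2 in normoxia for the splicing factors and 3.50 for the hindbrain genes.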

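Genes with m1A held 1.87 peaks on average in normoxia and 1.73 in hypoxia, and genes with m5C held 1.44 in normoxia and 1.68 in hypoxia. The genes richest in m1A in normoxia had fewer peaks in hypoxia, while myh14, among the richest in hypoxia, had the same number in both groups. The chromatin-remodelling gene baz2ba had 14 m1A peaks in normoxia and 11 in hypoxia, ccdc136b had 14 and 12, and syne1a, whose product ties the nucleus to the cytoskeleton, had 14 and 11. The genes richest in m5C in either group had more in hypoxia. syne1b, a paralog of syne1a, had 19 m5C peaks in normoxia and 35 in hypoxia. The lipoprotein receptor genes lrp1aa and lrp1ab had 17 and 12 in normoxia and 28 and 17 in hypoxia. The gene LO018224.1 had 8 in normoxia and 25 in hypoxia.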

We found that the number of m1A peaks per m1A-methylated gene in the hypoxia group was reduced compared with that in the normoxia group, while the number of m5C peaks per m5c-methylated gene in the hypoxia group was increased compared with that in the normoxia group (Table 1). 

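By gene name, 338 genes carried all 4 modifications in normoxia and 337 in hypoxia, and 216 of them were the same genes. Lists drawn independently from the 20370 genes with an FPKM above 0 would share 10.4 genes in normoxia and 10.2 in hypoxia, and lists drawn within 50 bins of expression would share 25.6 and 24.9. Among expressed genes matched by gene ID, 325 and 332 were found. Neither draw was matched on transcript length, and what part length has in the excess was not tested. The genes of the set with the most peaks were syne1b, syne1a and myh14. syne1b held 76 peaks over both groups and all modifications, syne1a 70 and myh14 60. zc3h13, a subunit of the complex that writes m6A, held 7 m1A, 2 m5C, 8 m6A and 4 m7G peaks in normoxia, and 6, 1, 8 and 3 in hypoxia. Counted by transcript ID, 294 transcripts in normoxia and 306 in hypoxia had all 4, with 186 shared. With only peaks of a score of at least 50, the gene counts were 34 in normoxia and 55 in hypoxia.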

Subsequently, we found 302 and 306 methylated transcripts in the normoxia and hypoxia groups, respectively, indicating that the four methylated transcripts were almost not affected under hypoxic conditions (Fig. 1F). All the identified methylated nucleotides for each gene’s mRNA are listed in Supplemental Table 1, with the information of gene name, gene ID and transcript ID. Next, to test whether these four methylation peaks in zebrafish brain tissue were related to potential sequence elements, we performed an unbiased motif search using HOMER software. We found that both the m1A and m7G mRNA peaks tended to have GA-rich motifs under both hypoxic and normoxic conditions, but there were some differences in the m5C and m6A motifs between the hypoxia and normoxia groups (Fig. 1G).

**Table 1:** Detailed information of m1A, m5C, m6A and m7G genes with 1, 2, 3, 4, or 5+ peaks per gene in the zebrafish brain under normoxia or hypoxia condition

	m1A		m5C		m6A		m7G	
	Normoxia	Hypoxia	Normoxia	Hypoxia	Normoxia	Hypoxia	Normoxia	Hypoxia
gene with 1 peak	2250 (56.99%)	2019 (61.61%)	3675 (74.54%)	4091 (67.16%)	4733 (64.74%)	4964 (67.04%)	707 (80.62%)	647 (78.90%)
gene with 2 peaks	909 (23.02%)	697 (21.27%)	816 (16.55%)	1169 (19.19%)	1692 (23.14%)	1622 (21.91%)	128(14.60%)	119 (14.51%)
gene with 3 peaks	373 (9.45%)	305 (9.31%)	267 (5.42%)	441 (7.24%)	592 (8.10%)	566 (7.64%)	27(3.08%)	39 (4.76%)
gene with 4 peaks	196 (4.96%)	118 (3.60%)	99 (2.01%)	237 (3.89%)	190 (2.60%)	174 (2.35%)	11(1.25%)	10 (1.22%)
gene with 5+ peaks	220 (5.57%)	138 (4.21%)	73 (1.48%)	153 (2.51%)	104 (1.42%)	78 (1.05%)	4(0.46%)	5 (0.61%)
genes in all	3948	3277	4930	6091	7311	7404	877	820

### Description of the characteristic distributions of m1A, m5C, m6A and m7G within mRNA

To gain a better understanding of the distribution of m1A, m6A, m5C and m7G sites in zebrafish brain tissues, we analyzed the location of all four methylation sites with respect to the corresponding transcript features. These four methylation modification sites were detected in the three fragments of mRNA, 5’UTRs, coding sequences (CDSs) and 3’UTRs, and each methylated site exhibited its own distribution preference. We calculated the proportion of methylated peaks in the transcriptome and mapped the distribution of methylated peaks in the transcriptome. 

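Each modification had its own place along the gene in normoxia. Of 849 m7G peaks, 29.8% (26.7% to 33.0%) lay in the first 10% of the gene and 5.54% in the last 10%. Of 8592 m6A peaks, 37.4% (36.4% to 38.4%) lay in the last 10% and 19.6% in the first 10%. Of 5831 m1A peaks, 20.3% (19.3% to 21.4%) lay in the first 10% and 17.5% in the last 10%, with 5.08% in the stretch of 10% after the first. The 5437 m5C peaks were spread most evenly, with 12.3% in the first 10% and 13.7% in the last 10%. Places were taken along the whole gene on the genome, introns included, for genes of at least 5000 bases that share their place with no other gene, because the transcript model needed to part UTRs from coding sequence was not used here. Among m7G peaks with a score of at least 50, an alternative chosen after seeing the data, 9.84% lay in the last 10%.

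**Figure D1:**
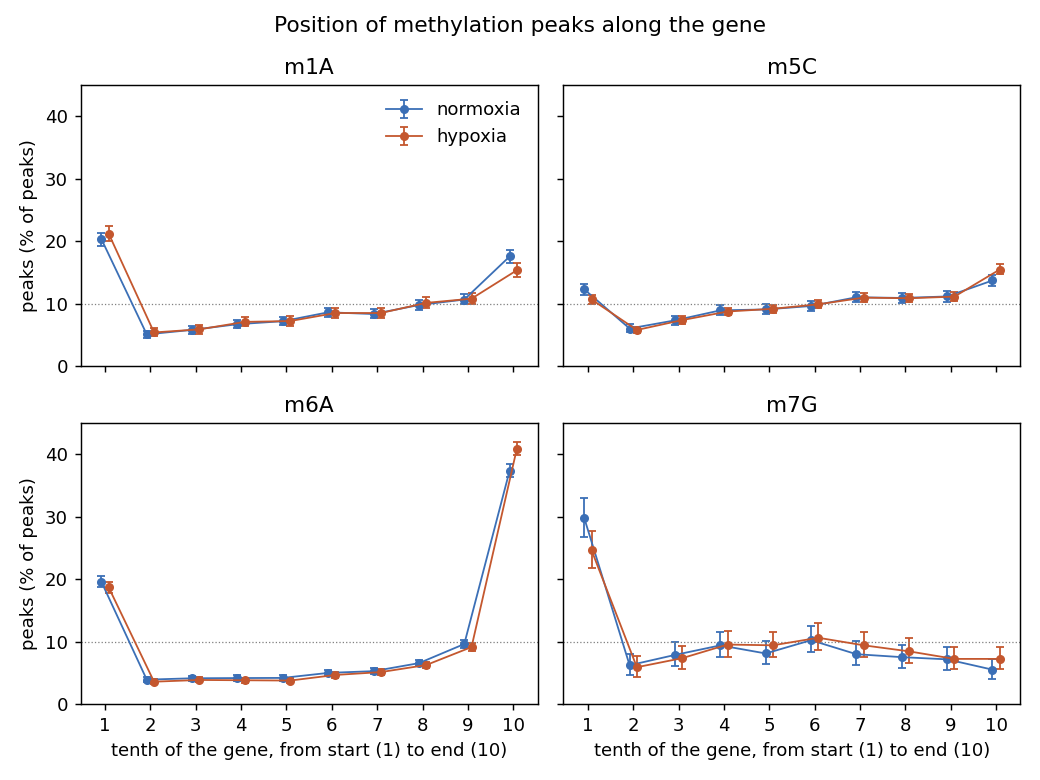
Share of peaks (% of peaks, y axis) in each of 10 equal parts of the gene from its start (1) to its end (10, x axis), 1 panel per modification, with normoxia and hypoxia as separate lines; bars are exact binomial 95% intervals and the dotted line marks an even spread. The m6A peaks stand highest in the last part (37.4% in normoxia) and the m7G peaks in the first (29.8%).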

We found that m1A and m7G tended to be enriched in 5’UTRs and start codon regions, while m5C was enriched in CDS regions and m6A was enriched near the stop codon (Fig. 2A & B). Next, we counted the methylation peaks of each region of RNA and determined the peaks per region. Interestingly, we found that the abundance of m1A was downregulated in the hypoxic transcriptome, while that of m5C was upregulated in the hypoxic transcriptome, which was consistent with our results of the ratios of m1A/A and m5C/C in the zebrafish brain (Figs. 1C & 2C). Compared with that in the normoxia group, the abundance of m6A in each mRNA fragment in the hypoxia group was not different, but the abundance of m7G was downregulated in the 5’UTRs and start codon regions (Fig. 2C).

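At the start of genes, hypoxia had fewer m7G peaks. The first 10% of the gene held 253 of them in normoxia and 204 of 827 in hypoxia, a share of 24.7% (21.8% to 27.8%). The last 10% held 47 and 60. For m6A the first 10% held 1684 peaks in normoxia and 1560 in hypoxia, and the last 10% 3212 and 3412, so that 40.9% (39.9% to 42.0%) of the 8339 m6A peaks in hypoxia lay there. For m1A the numbers were lower in hypoxia at both ends, with 1185 and 941 in the first 10% and 1023 and 681 in the last. For m5C they were higher at both ends, with 668 and 849 in the first 10% and 745 and 1230 in the last. Among m7G peaks with a score of at least 50, chosen after seeing the data, the share in the first 10% was 23.0% in normoxia and 21.4% in hypoxia.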

**Fig. 2:**
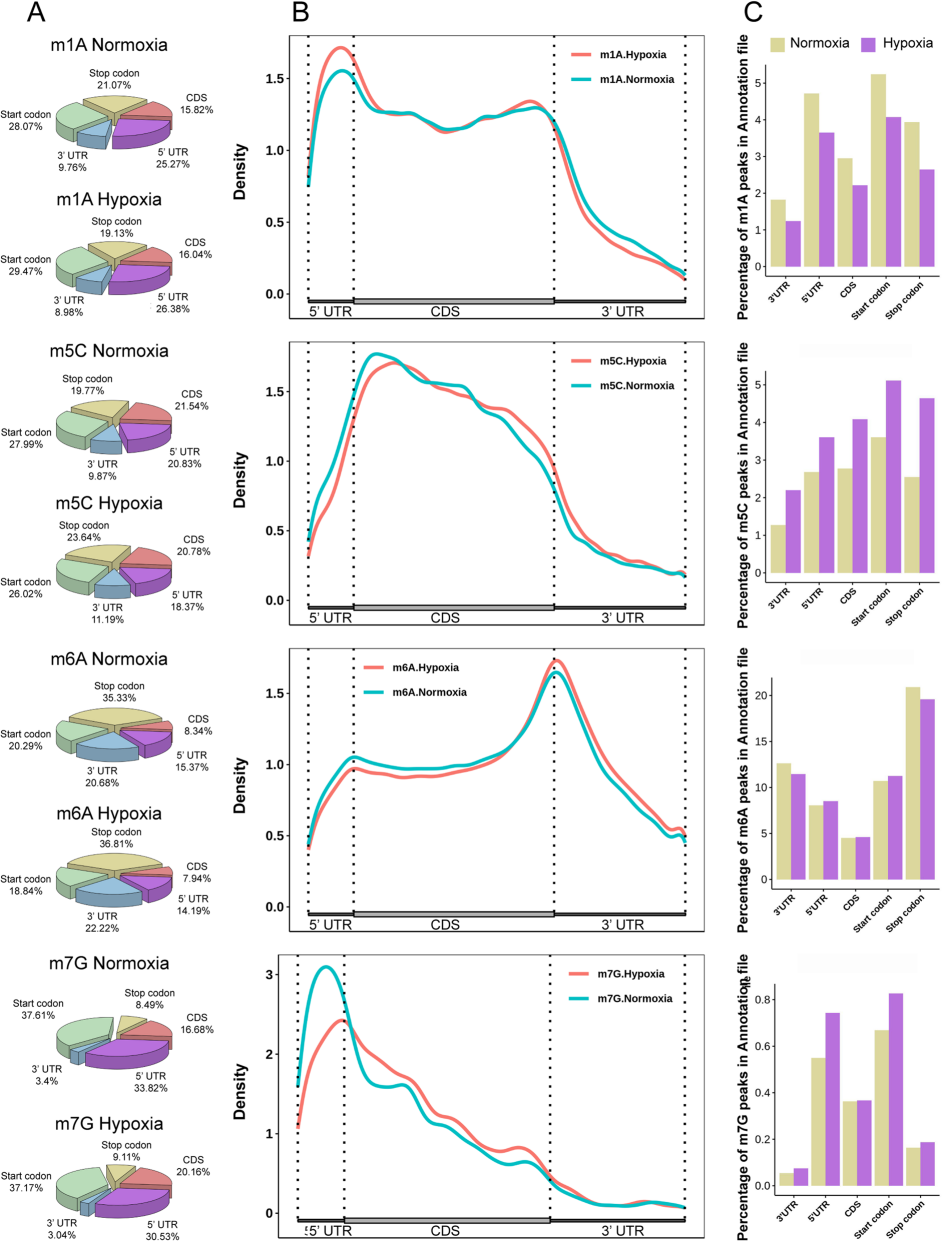
Distribution of m1A, m5C, m6A and m7G peaks across mRNA segments. **A** The pie chart shows the percentage of m1A, m5C, m6A and m7G sites in each non-overlapping segment. **B** Distribution of m1A, m5C, m6A and m7G sites across mRNA segments. Each segment was normalized according to its average length in Ref-seq annotation. **C** Describing the corresponding proportions of m1A, m5C, m6A and m7G methylated peaks in each region of RNA, where orange indicates the normal oxygen group and purple indicates the hypoxia group

The above results clearly showed that the four methylation peaks exhibited significant differences in zebrafish brain tissue under hypoxic conditions. Further bioinformatics analysis showed that the corresponding peaks of m1A, m5C, m6A and m7G were 7373, 7138, 114,093 and 1150 in the normoxia group and 5656, 10,351, 11,163 and 1083 in the hypoxia group. 

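The hypoxia lists held 0.767 times as many m1A peaks as the normoxia lists (0.741 to 0.794) and 1.45 times as many m5C peaks (1.41 to 1.49). For m6A, with 11409 peaks deposited for normoxia, the ratio was 0.978 (0.953 to 1.00), and for m7G it was 0.942 (0.866 to 1.02). These intervals treat the lists as independent, though 88.1% of m6A and 60.4% of m7G peaks of normoxia overlapped a hypoxia peak. They therefore cannot show that m6A or m7G did not differ, and the peaks seen in 1 group alone are compared below. There were 4284 m1A peaks with a score of at least 50 in normoxia and 2900 in hypoxia. The difference in m5C depended on the peaks counted. With a score of at least 50 there were 991 in normoxia and 2759 in hypoxia, and with a fold enrichment of at least 4 there were 5465 and 5431. For m7G there were 207 and 240 peaks with a score of at least 50.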

We clearly found that the m1A peaks decreased and the m5C peaks increased in the hypoxic group, while the m6A and m7G peaks did not change (Supplemental Fig. 1A). 

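In several gene groups fewer genes had m1A and more had m5C in hypoxia. Of 42 measured hypoxia-response genes, 10 had an m1A peak in normoxia and 3 in hypoxia, and 2 had an m5C peak in normoxia and 8 in hypoxia. Of 52 Wnt signalling genes, 9 had m1A in normoxia and 5 in hypoxia, and 14 and 21 had m5C. Of 54 angiogenesis genes, 11 and 6 had m1A and 15 and 27 had m5C. Other groups did not follow. The genes that write, erase and read m6A had m5C on 8 of 17 in normoxia and 3 in hypoxia, immediate early genes had m5C on 7 and 6 of 48, hnRNP genes had m1A on 21 and 23 of 30 and BMP signalling genes had m1A on 3 and 5 of 38. The m6A numbers were 13 and 14 for the hypoxia response, 34 in both groups for Wnt signalling and 36 and 38 for angiogenesis. Scores in the lists of the groups were not on 1 scale. At 544 m5C peaks with the same borders and folds within 1.1 times of each other, the score in hypoxia was 3.06 times that in normoxia at the median (2.83 to 3.33), and at 557 such m1A peaks it was 0.730 times (0.691 to 0.766). At such m6A and m7G peaks the ratios were 1.15 (1.13 to 1.18) and 1.08 (0.875 to 1.21). From the numbers of peaks, the paper concludes that m1A peaks decreased and m5C peaks increased under hypoxia. From the levels of both modifications and their peaks, it proposes that they may be the more sensitive to low oxygen.

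**Figure D2:**
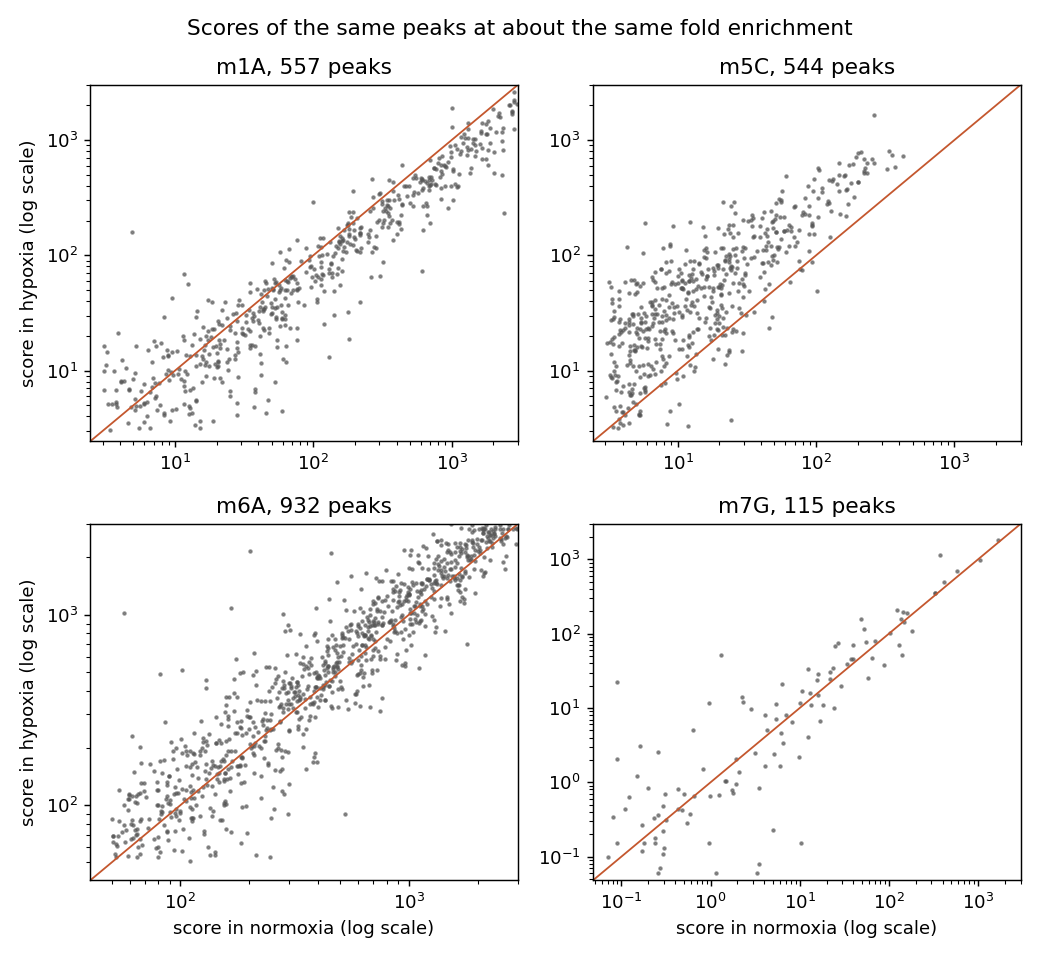
Score in hypoxia (y axis, log scale) against score in normoxia (x axis, log scale) of peaks with the same borders in both groups and about the same fold enrichment, 1 panel per modification, 1 point per peak; the line marks equal scores. Most m5C points lie above the line (91.5% of 544 peaks) and most m1A points lie below it (22.8% of 557 peaks were higher in hypoxia).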

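Most m1A peaks of the hypoxia list, 84.5% (83.5% to 85.4%), overlapped a normoxia peak, whereas 2600 of the normoxia peaks were seen in normoxia alone and 879 in hypoxia alone, a ratio of 2.96 (2.74 to 3.20). The immediate early gene egr1 had an m1A peak in normoxia alone, on chromosome 14 from 21333220 to 21335044, with a score of 865. An m6A peak over the same stretch, from 21332522, was seen in hypoxia alone with a score of 186. The strongest m1A peaks seen in normoxia alone lay on brd8, a chromatin gene, with a fold of 134, and on the neurofilament gene neflb. Others lay on ewsr1b, on map1ab and on the chaperone gene stip1. The strongest m1A peaks seen in hypoxia alone lay on another part of neflb and on the kinase gene dyrk1ab, with a fold of 91.5. Others lay on the splicing genes pqbp1 and mfap1 and on seta. For m5C 3124 peaks were seen in normoxia alone and 6349 in hypoxia alone, a ratio of 0.492 (0.471 to 0.514). The strongest of normoxia alone (fold 1065) lay on a gene with an FPKM of 0 in both libraries. The next (score 2192) lay on ENSDARG00000074225, which also held a peak in hypoxia alone. plcg1 (630) and dnaaf2 (510) scored lower. Strong peaks of hypoxia alone lay on slc19a1, a folate carrier, and vac14. For m6A the numbers were 1363, with foxp4 and gnas among the strongest, and 1128, a ratio of 1.21 (1.12 to 1.31). The strongest of hypoxia alone lay on slc22a4 (fold 58.8), with an FPKM of 0 in both libraries. tekt3 (28.3) followed, with 0 in hypoxia and 0.394 in normoxia, before dhx38 and pcdh7a. As with map1ab above, peaks on genes with almost no RNA may not reflect methylation of their transcripts. For m7G 455 peaks were seen in normoxia alone, with agbl5, and 388 in hypoxia alone, with ccdc88b, a ratio of 1.17 (1.02 to 1.35). Peaks with no overlap were weak on the whole, with a median score of 17.2 for m1A peaks seen in normoxia alone and 229 for the shared ones. With a score of at least 50 the m1A ratio was 6.38 and the m7G ratio 0.522, and with a fold of at least 4 the m5C ratio was 1.01.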

We counted the number of differentially methylated peaks and found that the number of downregulated m1A and m7G peaks was 3.48 times and 3.13 times the number of upregulated peaks, respectively, while there was little difference between the two m5C and m6A modification peaks (Supplemental Fig. 1B). To examine the distribution of the four different methylation peaks within mRNA, namely, the up- and downregulated peaks, we found that the upregulated peaks of m1A were enriched in the stop codon regions, while the downregulated peaks were enriched in the start codon regions; the upregulated peaks of m5C were enriched in the stop codon regions, while the downregulated peaks were enriched in the CDS region; the upregulated peaks of m6A were enriched in the CDS regions, while the downregulated peaks were enriched in the stop codon regions; and the up- and downregulated peaks of m7G were enriched in the start codon regions (Supplemental Fig. 1C). We showed the distribution of m1A, m5C, m6A and m7G in the brain tissue transcriptome under hypoxic condition, which may provide clues for further study of the functions of these modifications in brain.

### Gene Ontology (GO) term enrichment analysis of differentially expressed gene categories, and the correlation analysis of the gene expression levels and RNA methylation levels

Next, we aimed to understand the changes of the RNA expression levels after hypoxic treatment. To this end, RNA-seq was performed with the brain samples, and the results revealed that transcripts of brain tissue did change significantly after hypoxic induction. 

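RNA of further pools of 30 brains, 1 library per group, was depleted of ribosomal RNA and sequenced in pairs of 150 bases. The authors aligned the reads to GRCz11 and deposited, for 25432 genes, an FPKM and a count from Cuffdiff in each library. The deposited counts are estimated counts scaled between the libraries, not whole reads. They rise in steps of 0.973 in hypoxia and 1.03 in normoxia, and divided by these steps 98.3% and 98.2% of counts under 200 are within 0.01 of a whole number. On this scale the libraries held 3401346 reads in hypoxia and 3216916 in normoxia. An FPKM above 0 in either library was found for 20370 genes and in both for 18096. Genes are called 2-fold different by the ratio of their FPKM. A fold given beside the reads of a gene is the ratio of these reads after scaling between the libraries, with their exact Poisson interval. Medians of gene lists use genes with a mean FPKM of at least 0.5 and 0.1 added to each FPKM, and their percentile is taken among 10000 random lists of the same size and expression. The median log2 ratio of the 14172 genes with an FPKM of at least 1 in both libraries was -0.01.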

Based on the sequencing results, we identified a total of 3087 differentially expressed genes, including 1337 upregulated genes and 1750 downregulated genes (Supplemental Table 2), which were used in all subsequent analyses (Fig. 3A & Supplemental Fig. 2A). 

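With a ratio of FPKM of at least 2, 1384 genes were higher and 1801 lower in hypoxia, 17.6% of the genes with an FPKM above 0 in both libraries. Among the genes with the largest differences, several were well covered. The adenomatous polyposis coli partner gene amer1, a regulator of Wnt signalling, had 14 reads in hypoxia and 321 in normoxia, 24.2 times lower (14.2 to 44.8). The immediate early gene ier5l had 4 reads and 113, 29.8 times lower (11.3 to 111), and emc6, a subunit of the membrane protein complex of the endoplasmic reticulum, had 4 and 98. nudt4a had 1 read in hypoxia and 51 in normoxia, a ratio of 53.9 with an interval from 9.24 to 2169. In the other direction, lrsam1, a ubiquitin ligase gene, had 56 reads in hypoxia and 2 in normoxia, 26.5 times higher (7.00 to 224). The calcium-binding parvalbumin gene pvalb7 had 203 and 18, 10.7 times higher by reads (6.59 to 18.4), and ddhd1b had 50 and 5. The largest ratio belongs to an entry of the kinase gene raf1a with 0 reads in hypoxia and 13 in normoxia, which shares its place with another entry of that name, so no fold is given. Others of the largest differences rest on few reads, such as med19a with 1 and 20, dhh with 2 and 17 and mgmt with 15 and 1. For prmt9, FPKM differed 34.9 times and reads, 26 and 13, by 1.89. Of the 3185 genes, 1425 had under 10 reads in both libraries, and 528 were higher and 694 lower with an interval that left out 1.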

For the differentially expressed genes in the zebrafish brain tissues, we further clustered the up- and downregulated genes with REVIGO, and the 10 most abundant categories were listed as follows. 

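Of 37 measured genes of apoptosis, 6 were at least 2-fold lower in hypoxia, 4 of them with an interval that leaves out 1, and 2 were at least 2-fold higher. The median log2 ratio was -0.17, at the 6.1 percentile of random lists. The death ligand gene tnfsf10l had 13 reads in hypoxia and 69 in normoxia, 5.61 times lower by reads (3.07 to 11.1), and tnfsf10 had 6 and 24. Of the genes for Bax, which opens the mitochondrial membrane, baxb had 5 and 14 reads and baxa 2 and 7. Genes of the cell cycle were low in this adult tissue, with a median FPKM of 1.38 in hypoxia. Of 26 measured genes, 5 were at least 2-fold higher and 4 at least 2-fold lower, the median log2 ratio was -0.14 and its percentile 21.5. cdk2 had 14 reads in hypoxia and 3 in normoxia, cdc20 had 1 and 5, and aurkb had 2 and 8. Neither list left the range of 95% of random lists. Both were written from general knowledge and are not the GO terms of the paper, which tested enrichment among 2-fold genes.

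**Figure D3:**
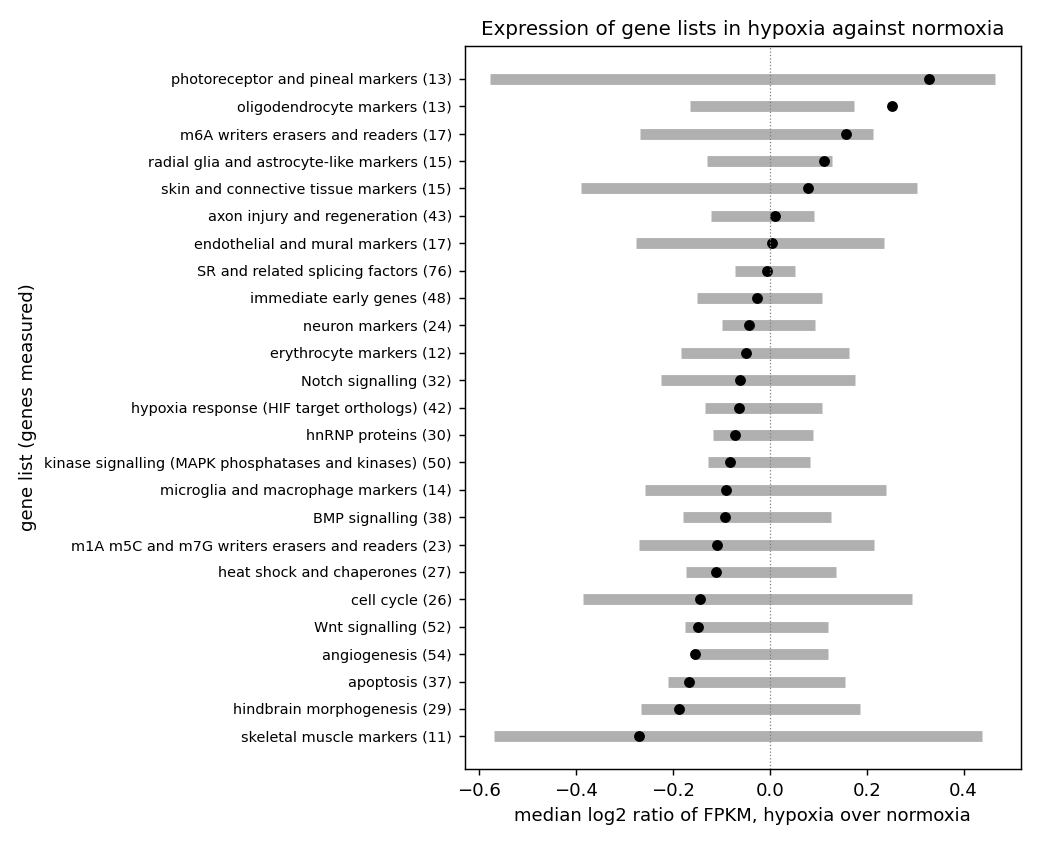
Median log2 ratio of FPKM in hypoxia over normoxia (x axis) of each fixed list with at least 10 measured genes (y axis, number of genes in brackets), as points, with the range of 95% of random lists of the same size and expression as bars. The oligodendrocyte markers (0.25) lie outside their range; the apoptosis list (-0.17) and the cell cycle list (-0.14) lie inside theirs.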

We found that the downregulated genes were involved in cell invasion and apoptosis, while the upregulated genes were associated with biological events such as cell growth and the cell cycle (Fig. 3B). On the other hand, GO analysis of the downregulated genes revealed that the term of “hindbrain morphogenesis” related to the development of zebrafish brain was significantly enriched. Furthermore, we found that the expression of genes related to axon injury was altered, such as *socs3a* and *dpysl2b* (upregulated for 6-7 folds), and *neurog1* (downregulated for 4-5 folds) (Fig. 3B and Supplemental Fig. 2B) [39–41]. These results suggested that the brain injury may be related to the hypoxia induction.

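Of 29 measured genes of hindbrain morphogenesis, 4 were at least 2-fold lower in hypoxia and 2 were at least 2-fold higher. The median log2 ratio was -0.19, at the 7.9 percentile of random lists. Among the lower genes, hoxb2a, which patterns the segments of the hindbrain, had 4 reads in hypoxia and 12 in normoxia. pax8, with 0 and 5 reads, has no ratio and is not among the 4. Among the higher genes, en2a, which marks the boundary of midbrain and hindbrain, had 72 reads in hypoxia and 23 in normoxia, 2.96 times higher (1.83 to 4.97), and wnt3 had 16 and 2, 7.57 times higher (1.78 to 67.9). The median FPKM of the list was 3.31 in hypoxia, and some of its genes, such as hoxb2a and pax8, rest on few reads. The list was written from general knowledge and is not the GO term of the paper. Its median is also another measure than enrichment of a term among 2-fold genes.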

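socs3a, an inhibitor of cytokine signalling that limits the regrowth of axons, lies on chromosome 3 of GRCz11 from 57423137 to 57425961 (ENSDARG00000025428). Its FPKM was 22.0 in hypoxia and 4.70 in normoxia, from 168 and 34 reads, 4.68 times higher (3.22 to 6.98). dpysl2b, which encodes a collapsin response mediator protein of growing axons, lies on chromosome 10 from 18952271 to 18992471 (ENSDARG00000032083). Its FPKM was 21.4 in hypoxia and 4.32 in normoxia, from 178 and 34 reads, 4.96 times higher by reads (3.42 to 7.38). neurog1, a proneural transcription factor gene on chromosome 14 from 26703331 to 26704829 (ENSDARG00000056130), had 1 read in hypoxia and 4 in normoxia, 4.22 times lower with an interval from 0.418 to 208. Over the whole list of 43 axon injury and regeneration genes, 3 were at least 2-fold higher and 2 at least 2-fold lower, and the median log2 ratio was 0.01, at the 67.6 percentile. Another gene of the list, stat5a, had 33 reads in hypoxia and 64 in normoxia. For lin28a the FPKM was higher in hypoxia and the reads lower, 2 and 4. Among these genes, socs3a had an m6A peak in normoxia alone, over most of the gene from 57423396 to 57424971, with a fold enrichment of 6.65. The m6A peak at the end of dpysl2b, from 18992168 to 18992471, was in both groups with a fold of 10.6 in normoxia and 7.85 in hypoxia, and 2 m1A peaks of the gene were in hypoxia alone. neurog1 had no peak. The paper proposes from these expression differences that brain injury may be related to the hypoxia.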

**Fig. 3:**
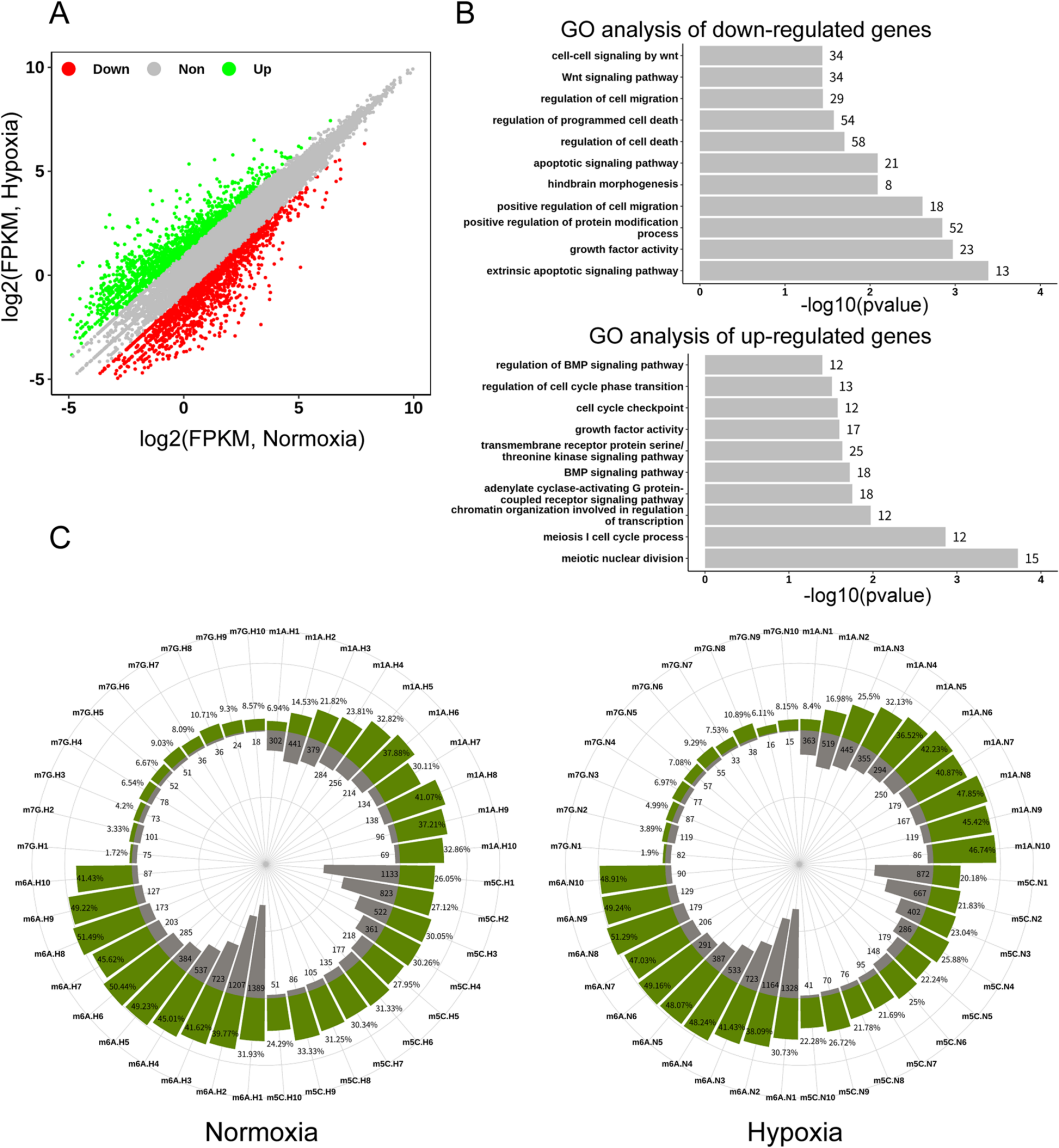
GO term enrichment analysis of differentially expressed gene categories and gene expression levels with the proportion of positively correlated methylated transcripts. **A** Through bioinformatics analysis, FC (fold change) was set to more than 2 times that of differentially expressed genes. The upregulated genes are represented by green and the downregulated ones by red; those with no difference are represented by gray. **B** GO term enrichment analysis revealed a distinct predominance of up/downregulated gene categories in zebrafish brain tissues. GO terms were analyzed with DAVID and further clustered using REVIGO. The ten most significantly enriched categories are shown. **C** The percentages of methylated genes among all genes (within one expression gearwheel) in zebrafish brain tissues accounted for a progressively larger fraction as the gene expression level increased (the expression level was equally divided into ten bins in a range of 1 ≤ FPKM ≤50). The gray gear indicates the gene expression level, and the green gear indicates the methylation level

We next analyzed the MeRIP-seq results to uncover the relationships between internal RNA methylation and transcriptional expression. The methylated genes were divided into an average of 10 expression bins (1 ≤ fragments per kilobase of exon model per million mapped fragments [FPKM] ≤ 50). When calculating the percentage of methylated genes relative to all the genes in each expression decile, the proportion of m1A-, m5C-, m6A- and m7G-methylated transcripts accounted for a progressively larger fraction with the increase in gene expression level in the zebrafish brain, and the same trend was observed in zebrafish brain tissue under hypoxic conditions (Fig. 3C and Supplemental Fig. 2C). 

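The share of genes with m1A was higher among higher expressed genes. In normoxia it went from 9.01% of genes in the lowest of 10 expression bins (FPKM 1.00 to 5.90) to 46.7% in the highest (45.1 to 50.0), and in hypoxia from 7.49% to 38.6%. The share with m6A went from 34.1% to 48.9% in normoxia and from 36.4% to 49.3% in hypoxia, but not step by step. It was 51.5% and 51.6% in the 4th bin, and above it lay between 48.9% and 53.2% in normoxia and between 46.0% and 50.2% in hypoxia. The share with m7G went from 1.97% to 7.78% in normoxia and from 1.9% to 9.18% in hypoxia. The share with m5C stayed between 20.8% and 27.8% in normoxia and between 27.8% and 31.6% in hypoxia over all bins. Above an FPKM of 50, m5C was found on 17.5% of 1316 genes in normoxia and 18.8% of 1263 in hypoxia, m6A on 40.5% and 38.2%, and m1A on 46.0% and 35.2%. Below an FPKM of 1, the shares were lower than in the lowest bin for each modification, with m5C on 14.3% of 10210 genes in normoxia and 17.4% of 10383 in hypoxia, m6A on 8.66% and 8.82%, and m1A on 2.98% and 2.58%. Across genes, which are not independent replicates, Spearman's rho of expression with a peak was 0.32 and 0.28 for m1A, 0.16 and 0.14 for m6A, 0.12 and 0.13 for m7G and 0.03 and 0.02 for m5C in normoxia and hypoxia. The bins covered 13906 genes in normoxia and 13786 in hypoxia. With bins of equal numbers of genes over all genes with an FPKM of at least 1, the m5C share in hypoxia was 6.11 points lower in the highest bin than in the lowest, a difference of -6.11.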

Above results indicated that with the increase of the gene expression levels, the overall level of each of these four modifications on the related genes was also progressively increased (Fig. 3C and Supplemental Fig. 2C).

### Highly conserved internal m1A modification is correlated with the splicing of partial mRNA in zebrafish brain

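Among the modifications, m6A peaks covered the longest stretches of transcript, 3.94 times the length under m1A peaks in normoxia and 5.57 times in hypoxia. The length under m5C peaks was 0.947 times that under m1A in normoxia and 2.13 times in hypoxia, and the length under m7G peaks was 0.127 and 0.174 times. These ratios count all bases under a peak and not the methylated bases, which the peaks do not resolve.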

Importantly, there is a wide distribution of m1A, m5C, m6A, and m7G modifications within mRNA, among which m1A is the most abundant in zebrafish brain tissue. This finding is consistent with the abundance of m1A modification in mammalian brain tissue (Fig. 1C) [15] and suggests that m1A may have certain conserved functions in vertebrate brains. To identify the m1A methylated sites within mRNAs based on m1A-MeRIP-seq, MACS software was utilized with default parameters. The differentially methylated sites were identified by diffReps. Bedtools is a fast, flexible toolset for genome arithmetic; we used this tool to annotate differentially methylated sites. Since multiple methylation sites may be annotated to the same gene, the annotated gene set first needs to be removed and duplicated and then applied for GO enrichment analysis. 

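Splicing genes had both lost and gained m1A peaks. Of 49 SR splicing factors and partners with m1A in normoxia, 29 had a peak seen in normoxia alone, and of 42 with m1A in hypoxia, 10 had a peak seen in hypoxia alone. snrnp70, a core protein of the U1 particle, had both, a lost peak on chromosome 3 from 31925067 to 31925252 with a score of 2319 and a gained one with 555. Other lost peaks lay on rbfox1 (698), a splicing regulator of neurons, clk4a (233) and u2af2a (146), and other gained ones on rbm25a (421) and thrap3b (74.5). The share of splicing genes with a lost peak, 59.2%, stands beside 52.1% of all expressed genes with m1A, at the 61.3 percentile of random lists among genes with a peak. Among all genes, with or without a peak, the 29 genes lie at the 99.9 percentile, where random lists have 17 at the median. Of 21 hnRNP genes with m1A in normoxia, 9 had lost a peak. pcbp3 had a peak of score 152 in normoxia alone and fus one of 1217 in hypoxia alone. Among genes with a peak, angiogenesis and Wnt signalling lay at the highest percentiles of losses, and among all genes the m6A writers, erasers and readers did (99.9). Of Wnt genes 8 of 9 had lost a peak, at the 98.1 percentile among genes with a peak and the 93.1 among all genes. These included lef1 (107), apc (48.0), tcf7l2 (42.0) and gsk3ba (30.4), all genes of signalling through beta-catenin. Of the 6 angiogenesis genes with m1A in hypoxia, 2 had a gained peak, pdgfrb (30.9) and the vascular growth factor receptor gene kdrl (28.5), and 9 of 11 had lost one, at the 98.2 percentile among genes with a peak and the 92.8 among all genes, among them notch3 (251) and vegfaa (34.5). Kinase signalling genes stood out among the gains, with 7 of 12 genes against 25.0% of all expressed genes, at the 99.4 percentile, through weak peaks such as those of spred3 (26.6), map2k6 (12.6) and dusp14 (8.20). With a score of at least 50 none of the kinase genes had a gained peak. The percentiles were read over all 27 lists without a correction for their number. These lists are not the GO terms of the paper.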

We found that upregulated genes were involved in kinase activity, angiogenesis and blood vessel morphogenesis and that downregulated genes were involved in variable RNA splicing, the Wnt signaling pathway and transcription activity, especially reflecting the importance of m1A to RNA splicing events (Fig. 4A). Alternative splicing (AS) is widespread in eukaryotic organisms. One study pointed out that 95% of genes containing multiple exons in the human genome have AS [42]. AS leads to transcript polymorphism, as an important transcriptional regulatory mechanism.

**Fig. 4:**
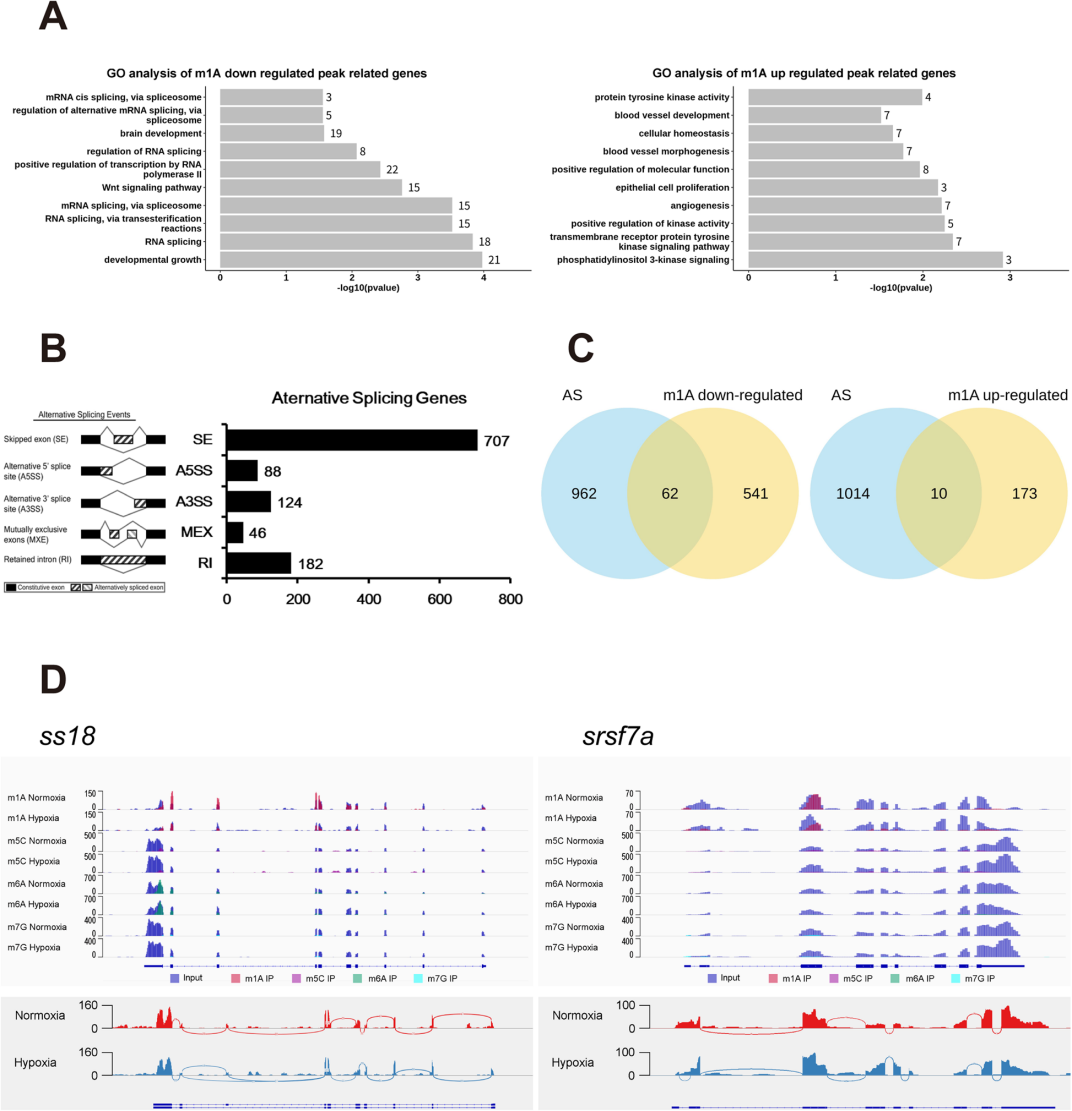
The conserved internal m1A modification is partially involved in mRNA splicing in the zebrafish brain. **A** Gene ontology (GO) analysis of internal m1A-methylated transcripts relative to all adequately expressed genes with FC enrichment greater than 2 times in zebrafish brain tissues (FPKM> 0). **B** rMats software was used to analyze RNA-seq data for RNA splicing events. The number of non-duplicated AS genes was counted (*P* < 0.05). Left: the pattern diagram of five AS events, right: the number of splicing genes in the form of a bar graph. **C** Venn diagram shows the intersection of differential m1A modifier genes and AS genes in zebrafish brain tissue. **D** AS genes with differential m1A modification were selected and visualized by IGV software. Top: blue represents input, other colors represent IP, and the vertical axis represents the coverage of sequencing. Bottom: visualization of alternatively spliced genes, in which the minimum splicing coverage is set to be greater than or equal to 10 (i.e., parameter: set junction coverage min: 10), left: *ss18*, right: *srsf7a*

To explore the effect of m1A on AS of RNA, we performed splicing event analysis on the annotated genes in zebrafish brain tissue and found that exon skipping accounted for approximately 61.64% of the total events identified (Fig. 4B). It revealed that AS events occurred in 10.28% of m1A-downregulated genes, while only 5.78% of m1A-upregulated genes had AS, indicating that downregulated m1A-methylated genes were more likely to be targeted by AS (Fig. 4C). 

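ss18, a subunit of a chromatin-remodelling complex, lies on chromosome 2 from 1348281 to 1364678 (ENSDARG00000002970). It had 3 m1A peaks in normoxia and 1 in hypoxia. The peaks from 1351740 to 1351862 (score 140, fold 3.71) and from 1356629 to 1356793 (93.9, fold 3.54) were in normoxia alone. The remaining peak, from 1348726 to 1349159, had a score of 35.6 and a fold of 3.37 in normoxia and a score of 14.5 and a fold of 2.76 in hypoxia. The lists of neither group hold an m5C, m6A or m7G peak of ss18. Its expression was close in both, with an FPKM of 46.4 in hypoxia and 43.0 in normoxia from 376 and 331 reads. For srsf7a, a splicing factor gene on chromosome 5 from 36895545 to 36899144, the lists hold no peak of any modification. Its expression was 2.45 times higher in hypoxia by reads, 44 and 17 (1.37 to 4.58). For srsf7b, on chromosome 11 from 44226200 to 44447359, the lists hold no m1A, m6A or m7G peak under its name, and an m5C peak from 44358786 to 44358966 had a score of 3.41 in normoxia and 17.0 in hypoxia. It shares this place with another gene, and within it lie peaks of any name, 0 and 1 for m1A, 1 and 1 for m6A and 3 and 4 for m5C in normoxia and hypoxia. It had 19 reads in hypoxia and 25 in normoxia. The paper shows read coverage of ss18 and srsf7a, which is another measure than a called peak.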

Next, we found that transcription activator *ss18* and splicing factor *srsf7* (*srsf7a*&*srsf7b*) presented low abundance of m1A modifications in the brains of hypoxic group, but there was no different in the peaks of m5C, m6A and m7G within *ss18*/*srsf7*. However, they did undergo AS, suggesting that m1A modification may participate in AS (Fig. 4D). Based on these findings, we speculated that zebrafish brain might respond to hypoxic induction by altering the level of m1A modification to regulate the expression of related genes.

### GO term enrichment analysis of differentially methylated genes

The number of methylated genes and differentially methylated genes were counted. We found that the number of m7G-methylated genes was the lowest, while the number of m6A-methylated genes was the highest (Supplemental Fig. 3A). 

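The same order held in hypoxia, with 821 genes for m7G, 3277 for m1A, 6176 for m5C and 7422 for m6A. In hypoxia there were 0.830 times as many genes with m1A as in normoxia (0.792 to 0.870), 1.25 times as many with m5C (1.2 to 1.29), 1.01 times as many with m6A (0.979 to 1.05) and 0.933 times as many with m7G (0.847 to 1.03). These intervals treat the lists as independent, though many genes are in both. In both groups genes such as tomm20a, which encodes a receptor of mitochondrial protein import, were in all 4 lists, with 8 m1A, 6 m5C, 5 m6A and 1 m7G peaks in normoxia and 8, 11, 5 and 3 in hypoxia. With a fold of at least 4, 4056 genes had m5C in normoxia and 3883 in hypoxia.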

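Genes with a peak seen in normoxia alone outnumbered those with a peak seen in hypoxia alone for m1A, 2006 to 810, a ratio of 2.48 (2.28 to 2.69). For m7G the numbers were 372 and 332, a ratio of 1.12 (0.964 to 1.3), for m6A 1232 and 1086, a ratio of 1.13 (1.04 to 1.23), and for m5C 2612 and 4371, a ratio of 0.598 (0.569 to 0.627). Many genes were on both sides, 254 for m1A, 939 for m5C, 75 for m6A and 40 for m7G. The m6A writer gene rbm15 had an m1A peak of score 567 in normoxia alone and 66 reads in hypoxia against 244 in normoxia. Its paralog rbm15b had one of score 50.9 in normoxia alone although it had 151 reads in hypoxia and 11 in normoxia. A gene counted here needed a peak in 1 list with no overlapping peak in the other, which is a difference in detection and not a measured fold.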

According to our statistical analysis, the number of m1A- and m7G-downregulated genes was 3 times as high as that of the m1A- and m7G-upregulated genes (Supplemental Fig. 3B). To explore the possible biological functions of these differentially methylated genes, we performed GO term enrichment analyses of target mRNAs identified in the zebrafish brain under hypoxia. These differentially expressed genes were enriched in certain molecular and biological functions, which are described as follows. 

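For m5C, angiogenesis genes stood out among the gains. Of 27 with m5C in hypoxia, 25 had a peak seen in hypoxia alone, against 73.9% of all expressed genes with m5C, at the 99.5 percentile of random lists among genes with a peak. These peaks lay on notch1b (score 119), the guidance receptor gene nrp1b (109.5), nos1 (94.6) and the angiopoietin receptor gene tek (76.1). Of 15 angiogenesis genes with m5C in normoxia, 6 had lost a peak, on reck (19.3), nrp2a (12.2) and others. Of the hindbrain genes with m5C in hypoxia 6 of 8 had a gained peak, with wnt1 (49.5) among them, at the 43.4 percentile. Of the axon genes 6 of 8 did, with socs3b (118.5) and slit1a (53.1), at the 44.3 percentile. Gains were few for Notch signalling, with 7 of 16 genes (percentile 0.845). Losses were few for Wnt signalling, with 3 of 14 (0.57), and many for the m6A writers, erasers and readers, with 7 of 8 (97.2). These percentiles are among genes with a peak, without a correction for the number of lists. Of cell cycle genes with m5C 4 of 8 had lost and 7 of 9 had gained a peak, with cdkn1a, an inhibitor of the cycle, on both sides (3.10 and 68.9).
For m6A, 16.6% of all expressed genes with a peak had lost one and 14.5% had gained one. The lowest percentiles of losses among genes with a peak were those of BMP signalling, with 0 of 19 genes (1.27), angiogenesis, with 2 of 36 (3.38), and the hypoxia response, with 0 of 13 (4.09). Of 8 heat shock genes 3 had lost a peak. Of cell cycle genes 1 of 2 had lost a peak, the cyclin gene ccnd1 (54.1), and none had gained one. Of 22 hindbrain genes 2 had lost a peak, pax2a (85.2) and hoxb3a (96.8), and of 23 axon genes 4. Of 28 kinase signalling genes 4 had gained a peak, on spred1 (208), dusp10 (181), dusp6 (147) and mapk9 (77.6), and of 29 genes 6 had lost one. The immediate early transcription factor genes jun (778), nr4a2b (265) and egr2a (157) gained m6A peaks, and 8 of the 32 genes of their list did, at the 93.9 percentile among genes with a peak. For m7G few genes of these lists had any peak. The 2 Notch genes with m7G in hypoxia, notch2 (0.67) and mib1 (0.17), were gains of very low score, and apln (19.2) and kdr (0.47) of the angiogenesis list lost theirs. Adhesion genes and terms of transcription were not among the fixed lists, which are not the GO terms of the paper.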

The m5C-downregulated genes were involved in cerebral angiogenesis and development, and the upregulated genes were involved in the development of the nervous system and cell growth; m6A-downregulated genes were involved in cell cycle and nervous system development, while the m6A-upregulated genes were involved in RNA transcription and MAP kinase activity; and m7G-downregulated genes were involved in cell adhesion and the notch signaling pathway, and the m7G-upregulated genes were mainly involved in cerebrovascular development and cell adhesion (Supplemental Fig. 3C). Since most of GO terms the methylated genes significantly enrich were closely related to brain angiogenesis or the development of the nervous system, it suggests a relationship among brain injury, RNA methylations and the hypoxia induction.

### Relationships among m1A, m5C, m6A, m7G and miRNA-binding sites within 3’UTRs

We next described the distribution of m1A, m5C, m6A and m7G peaks as well as the proportion of m1A, m5C, m6A and m7G in mRNA, and we found that they were all localized in the region of 3’UTR at certain proportions (Fig. 2A & B). Moreover, it has been reported that mammalian brain tissue has abundant miRNAs, which may be regulated by m6A [13, 43]. Therefore, we tried to analyze whether miRNA-targeted transcripts in zebrafish brain tissue were more likely to be methylated. We downloaded data from the NCBI (SRA) database and analyzed the expression of miRNAs in zebrafish brain tissue. We selected the 25 or 50 highest and lowest-expressed miRNAs, predicted their target sites along the 3’UTRs of transcripts identified by our RNA-seq data through TargetScan [44], and we analyzed whether these transcripts had a certain modification preference. The results showed that the 25 (50) miRNAs with the lowest abundant in the brain had a significantly greater percentage of m6A peaks within their target 3’UTRs than the 25 (50) miRNAs with the highest abundance (*p* < 0.05, Wilcoxon test) (Fig. 5A & Supplemental Fig. 4A).

**Fig. 5:**
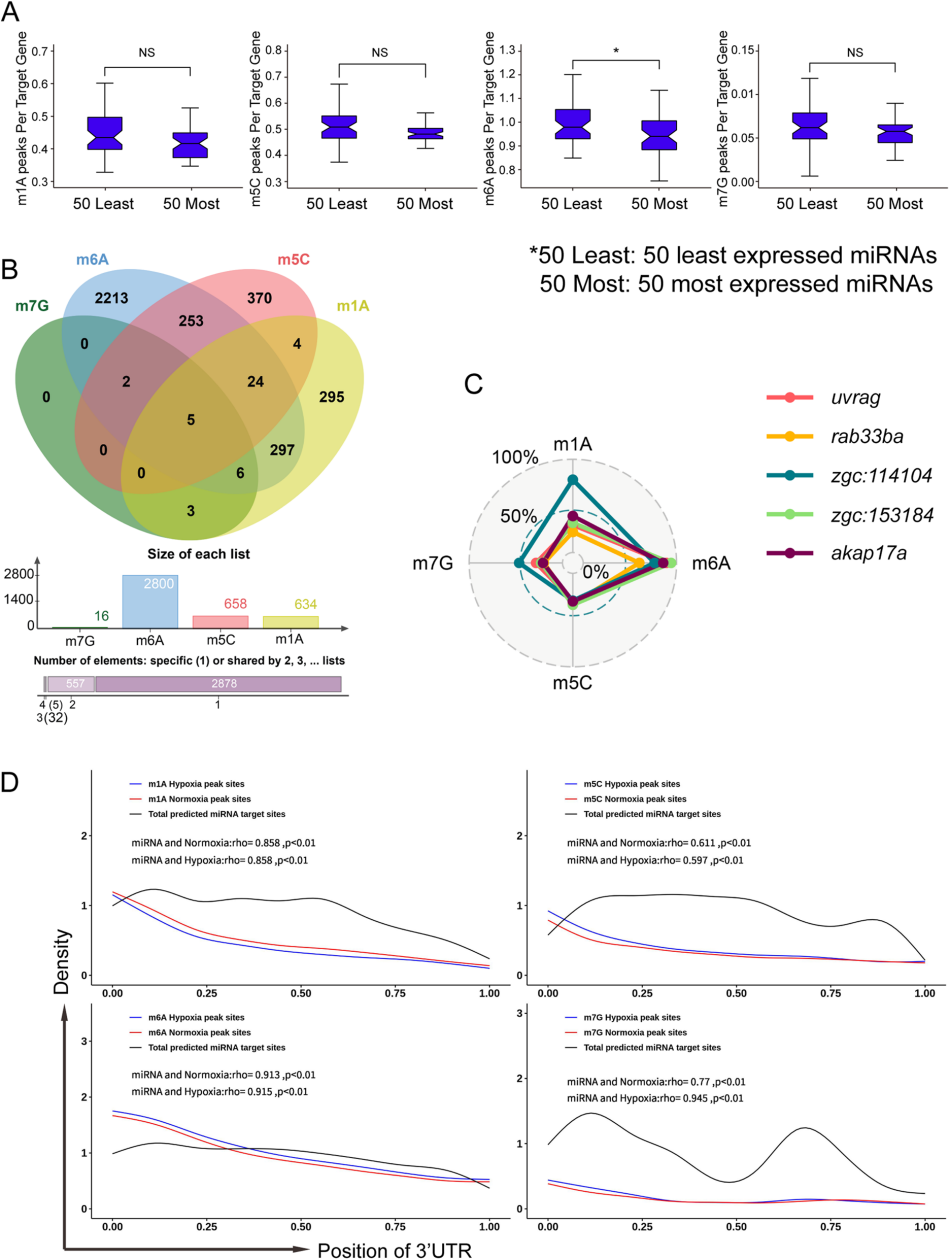
Relationship among m1A, m5C, m6A, m7G and miRNA-binding sites within 3’UTRs. **A** Association between 3’UTR methylation abundance and miRNA targeting. Methylation abundances of the targeted 3’UTRs for the 50 most/least abundant miRNAs in brain are shown using a bar chart, revealing a significantly greater percentage of m6A peaks within target mRNA 3‘UTRs for the 50 weakly expressed brain miRNAs compared with the 50 most abundant brain miRNAs (*p < 0.05, Wilcoxon test). The error bars indicate the highest and lowest values, and the box boundaries denote the first quartile, median, and third quartile (Public data: SRX685388, SRX685392). **B** (Upper) Venn diagram showing the overlap of genes comprising different kinds of methylation in their 3’UTR. (Middle) Bar chart displaying the number of M1a, m5C, m6A and m7G peaks within the 3’UTRs of methylation genes. (Lower) The number of 3’UTRs containing one, two, three or four kinds of methylation modification. **C** The enrichment scores of m1A, m5C, m6A and m7G of the five genes containing all four kinds of modifications are shown in the radar chart (*uvrag*: UV radiation resistance-associated gene; *rab33ba*: *rab3b*, member RAS oncogene family a; *akap17a*: A kinase (PRKA) anchor protein 17A). **D** Distribution of methylation peaks and miRNA target sites within 3’ UTRs. The frequency of methylation peaks under normoxia (red) or hypoxia (blue) and miRNA target sites (black) along the length of 3′ UTRs is shown. The relativity of methylation peak sites and miRNA target sites was calculated and displayed using the Pearson correlation coefficient

Next, we sought to identify four posttranscriptional modification genes and miRNA-targeted regulatory genes. First, we analyzed all m1A, m5C, m6A and m7G peaks and used ChIPseeker (R package) [45] to annotate the target genes in the 3’UTR regions. We found that m6A, distributed in the 3’UTR of 2800 genes, was the most abundant form of methylation modification in the 3’UTR. The Venn diagram shows the intersection of four miRNA-targeted modified transcripts in the 3’UTR regions, and the results showed that the miRNA targeted 5 genes with m1A, m5C, m6A and m7G methylation modifications (Fig. 5B). Comparing the enrichment scores of the four modifications of the five genes through the radar chart, it was found that m6A had the highest abundance compared with the other modifications (Fig. 5C).

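The m6A folds were the highest on most of the 5 genes. On the autophagy gene uvrag, at chromosome 10 from 32264857 to 32265760, the m6A peak had a fold of 99.1 in normoxia and 49.2 in hypoxia, and peaks of m1A (4.02 and 4.94) and m5C (4.75 and 4.17) lay at the same place. On rab33ba, a small GTPase gene, from 46182007 on chromosome 14, the m6A fold was 25.3 in normoxia and 17.0 in hypoxia and the m5C fold 3.68 and 6.82, while m1A (3.06) and m7G (2.74) peaks were in hypoxia alone. On zgc:153184 the m6A fold was 135 and 101 and the m1A fold 7.17 and 2.89 at the same place on chromosome 15. On akap17a, an anchor gene of protein kinase A, the strongest m6A peak had a fold of 72.7 in normoxia and 81.2 in hypoxia, and the strongest m1A peaks 27.7 and 36.0. On zgc:114104, from 11527548 on chromosome 21, m1A was higher in normoxia, with a fold of 63.8 against 50.1 for m6A, and lower in hypoxia, with 40.8 against 46.4. The m7G fold there was 10.3 in normoxia and 10.7 in hypoxia. Folds of different antibodies are each scaled to their own IP and input.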

To further explore whether the preference of miRNA target selection is related to methylation modification, we predicted that miRNAs targeted transcripts with these four methylated modifications in the 3’UTRs, and the results showed that the miRNA targets were mainly enriched in the initial part of the 3’UTRs. Additionally, the enrichment showed a gradually decreasing trend, among which m6A-methylated 3’UTRs were the most apparent (Supplemental Fig. 4B). Subsequently, we used the Guitar package [46] to obtain the relative position of the miRNA target transcriptions, and these target genes exhibited RNA methylation modifications in the 3’UTRs. We calculated the relative position of the miRNA target sites, and combined with the peaks in the methylated 3’UTRs obtained from the Guitar package, a distribution curve was drawn and showed that the distribution of miRNA target positions positively correlated with those of the methylation peaks (Fig. 5D). In conclusion, we found that the four methylation modifications within mRNA (m1A, m5C, m6A and m7G) could have a relationship with the miRNA binding sites in the 3’UTR regions, but the relationship between m6A and miRNA was the most significant.

### Profile of the distribution of repeat elements in zebrafish brain tissue transcripts and the relationship with m1A, m5C, m6A and m7G RNA methylation

Recently, it has been reported that miRNAs are derived from ERVs and other transposable elements [47–49]. For miRNA, our bioinformatics analysis found that the distribution of miRNA in zebrafish brain tissue was positively correlated with RNA methylation (Fig. 5 & Supplemental Fig. 4). Then we analyzed the expression of ERVs in vertebrate brain tissues on public data (human brain organoid: GSE171719 and mouse brain tissue: GSE39911), the result suggests that these ERVs in the zebrafish brain may also play an important role in brain development (Fig. 6A). However, the effect of hypoxia-induced zebrafish brain damage on repetitive elements, especially ERVs, is currently poorly understood. Our further analysis showed that there was no difference among the most of ERV family repeats under hypoxia treatment, but the ERV5_DR_LTR repeat has a relatively high expression trend (Fig. 6B). Furthermore, the maximum number of small-subunit rRNA (SSU rRNA) Hsa repeat element counts means the most obvious upregulation (Fig. 6B). Next, we described the distribution of repeat elements (REs) in the zebrafish brain transcript, and interestingly, we found that REs were enriched in 3’UTR regions, which was similar to the miRNA distribution (Fig. 6C). It has been reported that miRNAs can regulate the expression of ERVs and change cell fate [50]. As mentioned above, ERVs also produce miRNAs, so we described the relationship between the distribution of miRNAs and REs in the 3’UTR regions, and the results showed that they were positively correlated (Fig. 6D).

**Fig. 6:**
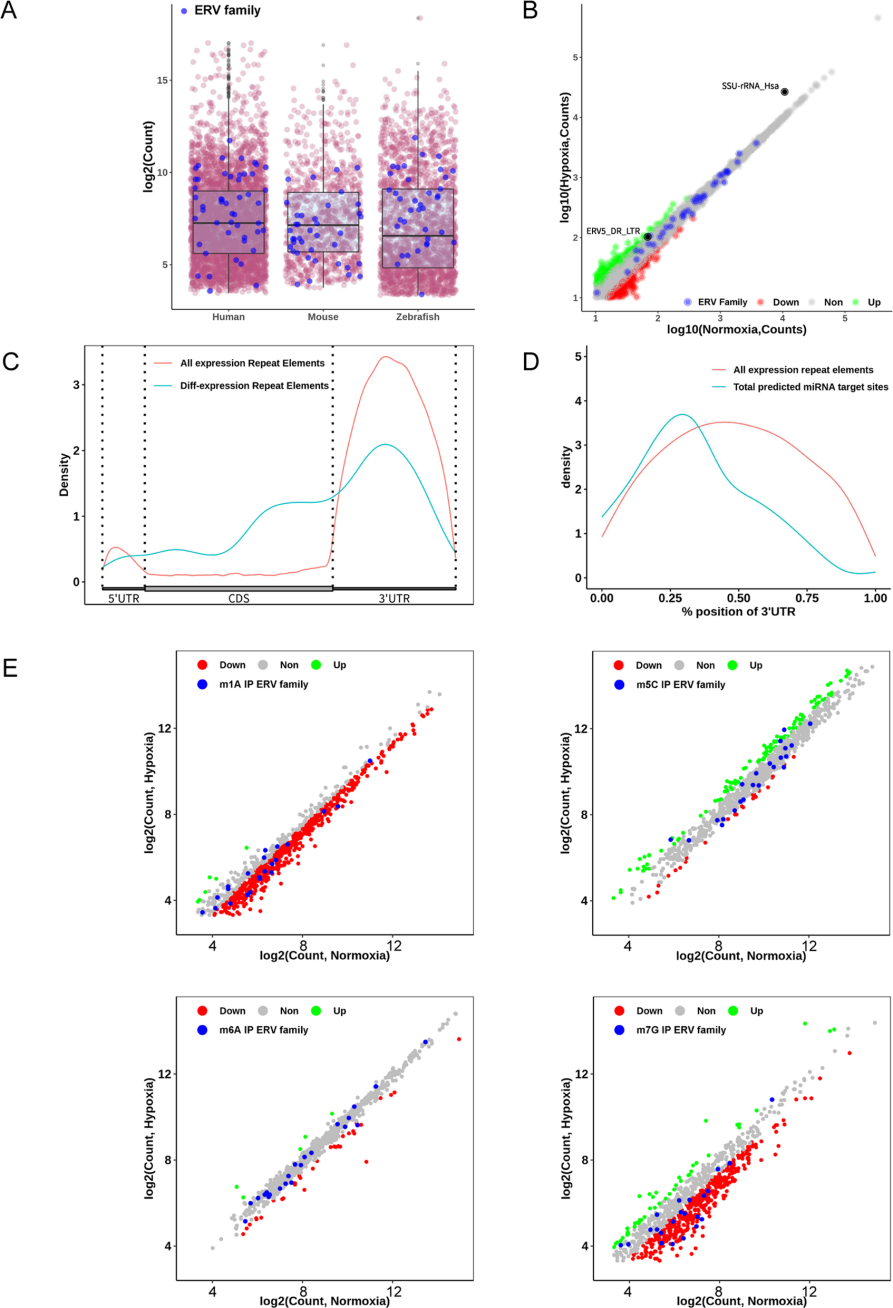
Profile of the distribution of repeat elements in zebrafish brain tissue transcripts and the relationship with RNA methylation of m1A, m5C, m6A and m7G. **A** RE expression levels in brain (human brain organoid) tissues of different species as determined by analyzing the corresponding RNA-seq data (RNA-seq data of human brain organoids and mouse brain tissue were downloaded from the GEO database with GSE171719 and GSE39911, respectively); purple and blue represent REs and ERV family members, respectively. **B** We analyzed the RE expression level (based on count) of RNA-seq data of zebrafish brain tissue (normoxia and hypoxia group) using featureCounts. After removing REs with counts less than 10 and setting 1.5 times the threshold, the differentially expressed REs were calculated and counted. **C** The distribution of all REs and differentially expressed REs on mRNA. The location information of REs and differentially expressed REs was extracted from the results of featureCounts, and the distribution curve was plotted based on the R package Guitar. **D** Correlation analysis between REs and miRNA targets of REs predicted by TargetScan. The distribution status of sites of REs and miRNA targets of REs in the 3’UTR was plotted through GuitarPlot. **E** Analysis of the expression level of methylation-modified REs. Four methylation (m1A, m5C, m6A and m7G) MeRIP-seq datasets were used to calculate the counts of REs using featureCounts software. After removing the REs with counts < 10 and normalizing the results to the logarithm of the expression of all REs, a plot of those four methylated REs was generated

Interestingly, recent studies have shown that ERVs are regulated by m6A modification and has analyzed the chromatin modification of ERV genes, including H3K4me3, H3K27ac, and H3K9me3. The results confirmed that m6A mainly regulates ERVs expression through posttranscriptional modification [34, 35, 51], which raises an interesting question about the relationship between ERVs and RNA methylation in zebrafish brain tissue. Consequently, we analyzed MeRIP-seq data and found that most REs have a decreased level m1A- and m7G-methylation, especially in the ERV family, while the hypoxic did not appear to have a significant effect on m5C- and m6A-modification on repeating elements (Fig. 6E). These findings provide a new perspective for us to study the regulation of ERV by RNA methylation modification in vertebrate brain tissue and explore the influence of this regulation on the development of the nervous system and the occurrence and development of diseases.

### Distribution of repeat element transcripts in zebrafish genomes

When ERVs are integrated into the host genome, they can still replicate their own DNA and reinsert it into the host genome to regulate the gene expression network, and it has been reported that these sequences are enriched in the promoter regions of genes [52]. To analysis the distribution of repeat element transcripts in the zebrafish genomes, we first mapping the clean RNA-seq data back to the genomes available from Ensembl database. Then, the region information of REs along genomes was extracted based on the annotation file of repeat element acquired from Table Browser provided in the UCSC database by selecting the RepeatMasker track. By analyzing those regions position of REs, we found that they were mainly enriched in intergenic regions, introns and promoter regions (Supplemental Fig. 5A). Recent studies have reported that ERVs can be regarded as a new regulatory gene element or a new binding site as a transcription factor, and ERV gene products can even be reused for the benefit of the host [53]. Therefore, we analyzed the enrichment of all REs at transcription initiation sites (TSSs), and the results showed that REs were enriched at both ends of the TSS and were most widely distributed in the 10-100-kb region of the TSS (Supplemental Fig. 5B & C). The repeat element SSU-rRNA is upregulated the most in zebrafish brain tissue, but what is its distribution in the genome? Our analysis showed that SSU-rRNA was enriched in three segments of the genome (the gene region and 2 kb upstream and downstream of the gene) (Supplemental Fig. 5D). Through MeRIP-seq data analysis, we revealed that the four types of methylation were distributed in REs. The distribution of the result was quite different, and the simple description was as follows: m1A tended to be enriched downstream of the REs; m5C was extensively enriched in the REs and downstream; m6A was enriched at the end of the REs and downstream; and m7G only tended to be enriched at the end of the REs (Supplemental Fig. 5E). These studies indicate that REs are widely present in zebrafish brain tissues, providing new insight for investigating the potential interaction between RNA methylation and vertebrate REs.

## Discussion

Approximately 70% of the protein-coding genes between zebrafish and humans are conserved [54], therefore, zebrafish is an important model vertebrate in biomedical research and is extensively used to study human diseases and development. However, current epigenetic studies on zebrafish are mostly limited to embryonic development, and epigenetic studies on zebrafish brain tissue only involve DNA methylation. At present, there are few reports on RNA methylation in zebrafish brain tissue. Although it has been reported that brain tissue has abundant m1A and m6A modifications [15, 30], little is known about the distribution of m5C and m7G modifications within mRNAs in brain tissue. Indeed, the regulation of these modifications allows for unique multifunctionality at the level of gene expression. This regulation may involve the inherent dynamics of the epigenetic pathway, allowing the accumulation of m1A, m5C, m6A and m7G in response to a variable environment or as an aspect of programmed developmental change. In addition, m5C and m6A respond to DNA damage, indicating that they have a regulatory effect on organism damage and repair [23, 24]. Brain damage caused by hypoxic ischemic is common in the perinatal period, and this type of brain damage is known as hypoxic-ischemic encephalopathy (HIE) [55]. Hypoxia is a common feature of the tumor microenvironment that has been widely studied and confirmed, and it plays an important role in tumorigenesis and malignant development, serving as a key regulatory factor in tumor resistance to radiotherapy and chemotherapy and leading to poor prognosis. Besides in tumorigenesis, brain infractions in ischemic or hemorrhagic stroke are also a severe early consequence of hypoxic injury. Molecularly, hypoxia induces a large amount of DNA damage to tumor genomes, which affects the normal function of the DNA damage response pathway and ultimately leads to increased instability of tumor genomes. To explore whether the effects of hypoxia on brain injury were affected by m1A, m5C, m6A and m7G within mRNAs, we chose the zebrafish as a model animal to conduct a comprehensive analysis of the distribution of these four methylation modifications in brain tissue under hypoxia.

We found that zebrafish brain tissue had abundant m1A and m6A modifications (Fig. 1C), which is consistent with mammalian brain tissue, suggesting that these two modifications, the exact roles of which require further research, may play a vital role in the brain. In addition, the levels of m1A and m5C modification in brain tissue changed dramatically under hypoxic conditions, while the levels of m6A and m7G did not, indicating that m1A and m5C may be more sensitive to hypoxic stimuli (Fig. 1C & Supplemental Fig. 1A). We also found that the m1A modification level decreased in the hypoxia group, while the m5C modification level increased, so whether these two modifications have a certain relationship (antagonism) remains uncertain. In conclusion, these four methylation modifications in zebrafish brain tissue may potentially affect brain development and disease. Hypoxia-inducible factor (HIF-1) is a nuclear transcription factor that can be activated under hypoxic conditions and is a key mediator that specifically regulates oxygen homeostasis and is widely present in mammals. Hypoxia-inducible factors can activate the transcription factor p300 and bind to hypoxia response elements (HREs) to regulate the expression of multiple genes [56]. Therefore, whether this regulation is also affected by methylated modification under hypoxic conditions is also a question worthy of attention.

Recent studies have reported that the distribution of m6A methylation in mouse mRNA fragments is mainly concentrated in the vicinity of the 3’UTR and stop codons, and the distribution of m6A is highest among different kinds of mRNA methylation in mouse brain tissue [13]. It has been reported that the abundance of miRNA targets in the 3’UTR of the gene is significantly correlated with the abundance of m6A modifications, so we conducted a similar analysis and confirmed a significant correlation between these two factors but obtained results of opposite trends, which may be caused by species differences. We also investigated the distribution relationship between miRNA target abundance and modification abundance in the remaining three methylation-modified 3’UTRs, and significant positive correlations were found between the two distributions, strongly suggesting a relationship between RNA methylation and miRNA function. Although miRNAs can inhibit their target mRNA by promoting transcriptional degradation or translational inhibition, it is not clear whether the factors that determine which fate predominates are regulated by RNA methylation. Therefore, our data provide an idea for future research on miRNA and RNA methylation.

In recent studies, we found that zebrafish endogenous retrovirus (ZFERV) has an envelope protein gene that maintains a complete open reading frame. This protein is highly expressed in the thymus of zebrafish and has a certain degree of presence in other organizations [57, 58]. After exposure to hypoxia, the zebrafish repeat element expression regulation state, especially SSU-rRNA (Hsa), is changed. The mechanism underlying the upregulation of SSU-rRNA expression is unknown, and the role of SSU-rRNA in zebrafish brain tissue is still poorly understood. There is also abundant endogenous retrovirus in zebrafish brain tissue, and their expression status remains unchanged under hypoxic conditions. It has been reported that ERVs have enriched the diversity of the genome during species evolution; however, ERVs may also threaten individual safety by disrupting gene structure and expression. In mice, approximately 12% of pathological mutations are occurred by ERV integration; half of these mutations are affected by intracisternal A-particles (IAPs) of the ERVK family [59]. In humans, the expression of HERVs is involved in the regulation of cancer, infertility, aging and neurological disease [60]. The expression status of HERVs can be inhibited by DNA methylation and histone modification at the chromatin level, as well as by RNA modification and RNA interference at the posttranscriptional level, to inhibit the activity of HERVs. It is currently the most in-depth study of the HERV inhibition mechanism. Interestingly, it has recently been reported that m6A modification on RNA is involved in endogenous retroviral expression in embryonic stem cells, which in turn affects gene expression [34, 35, 51]. These results indicate that ERVs could be modified by m1A, m5C, m6A and m7G. Under hypoxic conditions, the modification levels of m1A and m7G on most ERVs were decreased, while the abundance of m5C and m6A seem to be unaffected. However, the mechanism and significance of the distribution patterns of m1A, m5C, m6A and m7G in the mRNA of ERVs need to be further analyzed. Further experimental studies are also needed to understand the exact nature of the relationship between zebrafish brain tissue REs and the four methylation modifications, to verify whether these observations are widely applicable to the development of other vertebrates, and to provide a reference for human brain development and disease research.

## Conclusions

In this study, we described the profiles of m1A, m5C, m6A and m7G in zebrafish brain tissue under hypoxic conditions. A large-scale transcriptome data set (RNA-seq and MeRIP-seq) was established, which can provide information about the expression status of RNA in zebrafish brain tissue and the modification of the epitranscriptome. These data will help with the reference studies of the regulatory effect of RNA methylation on brain injury, such as in stroke, and provide new strategies for clinical research.

## Materials and methods

### Preparation of samples

Adult AB line of wild-type zebrafish (*Danio rerio*) were raised in and obtained from the Key Laboratory of Zebrafish Model for Development and Disease of Guangdong Medical University according to standard methods [61]. Handling of zebrafish was performed in accordance with Guangdong State Regulations on Laboratory Animal Management (2010). For hypoxia treatment, oxygen in the water was firstly exhausted through the flowing of 8 L/min nitrogen until the dissolved oxygen value in the water was approximately 0.3-0.4 mg/L. Then adult male zebrafish per group were transferred into a 1 L chamber containing 800 mL pre-deoxidized water whose dissolved oxygen level was maintained by the continued flowing of the nitrogen (1 L/min). After approximately 5 min, zebrafish became motionless. Before the dissection of the brain tissue, both normoxic control and hypoxia-treated zebrafish were under anesthetic by immersion in 160 μg/mL *tricaine* (3-aminobenzoic acid ethyl ester; Sigma A-5040) solution for around 30 s till they did not respond to external stimuli. The anesthetized fishes were then put on ice for euthanasia and for dissection according to the standard protocol [61]. The extracted fresh brain tissues from both normoxia and hypoxia group were well preserved in liquid nitrogen for further RNA-Seq and MeRIP-Seq. For each normoxia control and hypoxia experimental group, 10 adult male zebrafish (3-4 month old) were chosen for the analyses. Three repeats of each experiment were performed and totally 30 fishes per group were collected. The brain tissues (around 0.02 g per brain) were then stored for further analysis in liquid nitrogen. For each analysis (m1A, m5C, m6A, m7G and RNA-Seq), the normoxia group and hypoxic group each consisted of 30 mixed brain tissues were analyzed parallelly by RNA-seq and MeRIP-Seq. In total, 300 adult fishes/brains were used for the whole study.

### RNA isolation, RNA-Seq and data analysis

Total RNA (1 μg) was treated to remove rRNAs using Ribo-Zero rRNA Removal Kits (Illumina, San Diego, CA, USA) following the manufacturer’s instructions. Next, RNA libraries were prepared by using the TruSeq Stranded Total RNA Library Prep Kit (Illumina, San Diego, CA, USA). Quality control was performed for the libraries with the BioAnalyzer 2100 system (Agilent Technologies, Inc., USA).10 pM denaturing libraries (single-strand DNA) were capture by the oligonucleotide sequence planted on the surface of Illumina flow cells. The clusters generated by in situ bridge-amplifying of the captured libraries were sequenced for 150 cycles on an NovaSeq 6000 sequencer.

Paired-end reads were harvested from an Illumina NovaSeq 6000 sequencer and were quality controlled by Q30. After 3′ adaptor trimming and low-quality read removal by Cutadapt software (v1.9.3), clean data was collected as input files of hisat2 (v2.0.4) which mapped the reads to the reference genome (GRCz11). Then, indexing by Ensembl gene annotation file (GRCz11.98.gtf), Cuffdiff software (part of cufflinks) was used to obtain the gene level FPKM as the expression profiles of mRNA. Differentially expressed genes was identified by calculating the fold change based on FPKM and further GO analysis of these differentially expressed genes was performed.

### MeRIP-Seq and data analysis

MeRIP-Seq was performed as follows according to the published procedure [13] with slight modifications. Briefly, RNA was disrupted with fragment buffer, and the resulting fragment length was approximately 200 nt. Subsequently, specific antibodies against m1A, m5C, m6A and m7G were used for immunoprecipitation was performed with the GenSeqTM RNA IP Kit (GenSeq Inc., China). Both the input sample without immunoprecipitation and the methylation IP samples were used for sequencing library generation with the NEBNext® Ultra II Directional RNA Library Prep Kit (New England Biolabs, Inc., USA). The libraries quality control was performed by using BioAnalyzer 2100 system (Agilent Technologies, Inc., USA). The sequencing processes were similar to the RNA-seq on a NovaSeq 6000 instrument.

The quality of raw data, directly harvested from the sequencer, is usually substandard and contains the sequencing adapter introduced in the library preparation step. Quality control is needed to make the data more reliable. Cutadapt (v1.9.3), command line software, was used to identify and trim 3′ adapter and low-quality bases. Subsequently, hisat2 (v2.0.4) was utilized to generated the position information by aligning clean data to the zebrafish reference genome (GRCz11). To identify the methylated sites on RNAs (peaks), MACS software was utilized. Differentially methylated sites were identified by diffReps. The motif predictions of MeRIP-Seq data were performed by utilizing a Perl script, findMotifGenome.pl, from HOMER software.

### Peak distribution

For MeRIP-Seq data, the sequences containing methylated sites (peak) were isolated from total RNA by a specific antibody. The location of those peaks affects many aspects of RNA. The peak distribution along RNA and accumulation in segments (5′ untranslated regions (UTRs), start codons, coding sequences (CDSs), stop codons, and 3’UTRs) of RNA were analyzed. For accumulation, peaks were annotated with the annotation file available in the Ensembl database by the intersectBed program from Bedtools software. The percentage of peaks located in each segment according to the annotation file was counted. For distribution, Guitar, an R package made by Xiaodong Cui et al. [46], was used. By utilizing the GuitarPlot function provided by Guitar, a plot of distribution features along mRNAs was generated when peak files called by MACS and an annotation file were provided.

### GO enrichment analysis

Gene expression was evaluated by FPKM. Before performing GO enrichment analysis, the gene set was prepared. For the RNA-Seq data, genes from all samples were filtered by FPKM > 0, and 2 folds was set to the threshold of the differential expression. The upregulated and downregulated genes were collected. For the MeRIP-Seq data, genes corresponding to differential methylation peaks were identified by diffReps software. Lists of differentially methylated peaks were prepared. GO enrichment analysis was performed for all gene lists with clusterProfiler, and the R packages were published in OMICS [62]. All of the significantly enriched GO items (*p* < 0.05) could be selected as candidates in this paper.

### Alternative splicing analysis

To investigate the events of AS during treatment with hypoxia in the zebrafish brain, rMats were used to identify all the differential AS events between the normoxia and hypoxia groups. The events for which *p* > 0.05 were generated by rMats were then removed, and the genes related to events for which *p* < 0.05 was calculated in five different alternative splice events included the skipping exon (SE), alternative 3′ splice site (A3SS), alternative 5′ splice site (A5SS), mutually exclusive exon (MXE) and retained intron (RI) [63]. For visualization of the methylated genes, the BAM file generated from MeRIP-seq data was first converted to a TDF file by IGV tools embedded in IGV. Then, TDF files were imported into IGV, and methylation peak regions and MeRIP-seq signals were visible when a gene symbol was input into the specified box. For splicing junctions, the BAM file from RNA-seq data was imported into IGV directly. The visualization of splice events was performed; however, a Sashimi plot is a good choice for understanding the junction coverage.

### The combined analysis with miRNA

The 3’UTR sequences of the methylated genes expressed in MeRIP-Seq were extracted from reference genome files (GRCz11.dna.toplevel.fa), and the miRNA expressed in zebrafish brain tissue was extracted from the NCBI Short Reads Archive with accession numbers of SRX685388 (https://www.ncbi.nlm.nih.gov/sra/?term=SRX685388) and SRX685392 (https://www.ncbi.nlm.nih.gov/sra/?term=SRX685392) [64]. Target sites of these specific miRNAs within the 3’UTRs of methylated genes under normoxic or hypoxic conditions were predicted through TargetScan60.pl, a Perl script provided by TargetScan (www.targetscan.org), and their relative coordinates within the 3’UTRs were calculated. GuitarPlot was used to depict the distribution of methylation peaks and miRNA target sites within 3’UTRs. Venn diagrams displaying the overlap of genes comprising different kinds of methylation within their 3’UTRs were produced using online worktools (http://jvenn.toulouse.inra.fr/app/index.html). A radar chart showing the enrichment scores of m1A, m5C, m6A and m7G of the five genes containing all four kinds of modifications was developed using the R package ggradar.

### The combined analysis with repeat elements

To study the REs in zebrafish brain tissue, we first evaluated their expression. An annotation file was downloaded from Table Browser provided by the UCSC database by selecting the RepeatMasker track. Specifically, the annotation messages were directly provided by the RepeatMasker database. For convenience, we used Table Browser to build the annotation file in GTF format. FeatureCounts, a subroutine of subread software, was used to calculate the count number of REs based on RNA-seq data and to annotate those REs by inputting the annotation file. The distribution of REs on mRNA was analyzed with Guitar. The analysis of REs distributed in the genome was performed with the ChIPseeker package [45]. To study the relationship of REs with methylation modification, we counted the methylated REs based on the MeRIP-seq data by featureCounts. The distribution of methylation sites on REs was further analyzed by deepTools. The regions of REs were extracted first based on the results of featureCounts using a custom R script. The BAM file of MeRIP-seq was converted to a BigWig file using the bamCoverage software provided by deepTools with default parameters to obtain coverage messages for the BAM file. Normalize RE regions and a coverage matrix were generated by computeMatrix, a source of deepTools, with the scale-region and “--binSize 50” parameters. To plot the distribution of methylation sites related to REs, plotProfile, software available from deepTools, was utilized with the necessary parameters. The Human and mouse brain RNA-Seq data was acquired from GEO dataset with accession numbers of GSE171719 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171719) and GSE39911 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39911).

### Statistical analysis

Significance levels (*p*-values) and sample sizes are provided in the text and figure legends or are indicated in the figures. Statistical analysis was performed using R. For measuring statistical significance, the Wilcoxon test or Pearson correlation analysis were used to calculate the p-value. *P*-values of < 0.05 were considered significant.

## Supplementary Information

**Additional file 1. Supplemental Table 1. **Detailed information of the methylated genes and the methylated nucleotides on the mRNAs.

**Additional file 2. Supplemental Table 2. **Differentially expressed genes analyzed in this study.

**Additional file 3. Supplemental Figure 1.** Distribution of differential methylation peaks of m1A, m5C, m6A and m7G in the transcriptome. . The fold enrichment of transcript methylation modification peaks analyzed by MACS2 software is displayed in 5 quantiles (boxplot), and the bottom of the box plot shows the number of methylation modification peaks in each group. B. The boxplot shows the up- and downregulated peaks (FC ≥ 2) for the four methylations, m1A, m5C, m6A and m7G. C. These four differential methylation peaks are profiled in different fragments of the transcript (red: downregulated methylation peaks, green: upregulated methylation peaks), and each region was found to have different degrees of enrichment, but each modification had its own preference. **Supplemental Figure 2.** Detection of the expression of all transcripts by RNA-seq and MeRIP-seq. A. The expression levels identified as unique to the brain were analyzed in zebrafish brain samples. The multilayer pie chart shows the number of differentially expressed genes, in which the number of upregulated genes is 1384 (blue) and the number of downregulated genes is 1801 (orange). B. The expression level of genes related to axon injury. C. The percentage of methylated genes in the normoxia group (top) and hypoxia group (bottom) in each expression bin are plotted. **Supplemental Figure 3.** GO term enrichment analysis of internal m5C, m6A and m7G-methylated transcripts relative to all adequately expressed genes. A. In the normal and hypoxia groups, the four methylation-modified genes (FPKM > 0) in the brain tissue of zebrafish were presented in a statistical histogram; the number of m6A genes was the highest, while the number of m7G genes was the lowest. B. Differentially methylation-modified (upregulation and downregulation FC ≥ 2, FPKM> 0) gene statistics histogram. C. Gene ontology enrichment bar chart of different gene categories in transcripts methylated in zebrafish brain tissues under hypoxic conditions, which shows the most significantly enriched category and phenotype-related entries. **Supplemental Figure 4.** The closest relationship between m6A and the miRNA-binding site in 3’UTRs. A. Association between 3’UTR methylation abundance and miRNA targeting. Methylation abundance of the targeted 3’UTR for the 25 most/least abundant miRNAs in brain are shown using a box-plot, revealing a significantly greater percentage of m6A peaks within target mRNA 3’UTRs for the 25 weakly expressed brain miRNAs compared with the 25 most abundant brain miRNAs (*p < 0.05, Wilcoxon test). B. Distribution of miRNA target sites along the 3′ UTRs of methylated genes. 3’UTRs are proportionally divided into ten parts, and the miRNA target abundance within each part is calculated and displayed using a bar chart. The relativity of miRNA target sites was calculated and displayed using the Pearson correlation coefficient. **Supplemental Figure 5.** Description of the distribution of repeat elements in zebrafish brain tissue genomes. A-C. Distribution of REs on the genome. The location information of REs was extracted from the featureCounts results, and ChIPseeker was used to analyze the distribution of these REs in the genome. A. The distribution of REs in each region of the genome. B. The distribution of REs in the range of 3 kb upstream and downstream of the TSS. C. The distribution percentage of REs within the scope of ±100 kb of the TSS. D. The distribution of SSU-rRNA on its corresponding genes. First, after extracting the location information of SSU-rRNA, bedtools was utilized to annotate those regions to the gene level, and the location information of its corresponding gene was obtained. Additionally all the SSU-rRNA sequences were extracted from the BAM file of RNA-seq, after which, deepTools was used to calculate and draw the SSU-rRNA distribution on these genes. E. The distribution of four methylation modification peaks on REs. To extract the location information of REs from the featureCounts results, deepTools was used to calculate the normalization matrix of MeRIP-seq and RE location information and to draw the distribution of methylation modification peaks on REs.

## Data Availability

The data that support the findings of this study have been deposited into NCBI Gene Expression Omnibus (GEO) database with the accession number of “GSE194284” (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE194284). The Human and mouse brain RNA-Seq data was acquired from GEO dataset with accession numbers of “GSE171719” (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171719) and “GSE39911” (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39911), respectively. The miRNA-Seq data of zebrafish brain was obtained from the resource data bank of https://www.ncbi.nlm.nih.gov/sra/?term=SRX685388, https://www.ncbi.nlm.nih.gov/sra/?term=SRX685392.

## Abbreviations

m1A: N(1)-methyladenosine
m5C: C(5)-methylcytosine
m6A: N(6)-methyladenosine
m7G: N(7)-methylguanosine
ERVs: Endogenous Retrovirus
FPKM: Fragments Per Kilobase of exon model per Million mapped fragments
IGV: Integrative Genomics Viewer
REs: Repeat Elements
AS: Alternative Splicing
TSS: Transcription Start Sites
ZFERV: Zebrafish Endogenous Retrovirus
ERVK: Endogenous Retrovirus-K
HERV: Human Endogenous Retrovirus

# Supplementary material for: Mapping the m1A, m5C, m6A and m7G methylation atlas in zebrafish brain under hypoxic conditions by MeRIP-seq
**Source:** BMC Genomics. 2022 Feb 8;23:105. doi: 10.1186/s12864-022-08350-w
**Supplement:** Supplementary file 3 — Additional file 3. Supplemental Figure 1. Distribution of differential methylation peaks of m1A, m5C, m6A and m7G in the transcriptome. . The fold enrichment of transcript methylation modification peaks analyzed by MACS2 software is displayed in 5 quantiles (boxplot), and the bottom of the box plot shows the number of methylation modification peaks in each group. B. The boxplot shows the up- and downregulated peaks (FC ≥ 2) for the four methylations, m1A, m5C, m6A and m7G. C. These four differential methylation peaks are profiled in different fragments of the transcript (red: downregulated methylation peaks, green: upregulated methylation peaks), and each region was found to have different degrees of enrichment, but each modification had its own preference. Supplemental Figure 2. Detection of the expression of all transcripts by RNA-seq and MeRIP-seq. A. The expression levels identified as unique to the brain were analyzed in zebrafish brain samples. The multilayer pie chart shows the number of differentially expressed genes, in which the number of upregulated genes is 1384 (blue) and the number of downregulated genes is 1801 (orange). B. The expression level of genes related to axon injury. C. The percentage of methylated genes in the normoxia group (top) and hypoxia group (bottom) in each expression bin are plotted. Supplemental Figure 3. GO term enrichment analysis of internal m5C, m6A and m7G-methylated transcripts relative to all adequately expressed genes. A. In the normal and hypoxia groups, the four methylation-modified genes (FPKM > 0) in the brain tissue of zebrafish were presented in a statistical histogram; the number of m6A genes was the highest, while the number of m7G genes was the lowest. B. Differentially methylation-modified (upregulation and downregulation FC ≥ 2, FPKM> 0) gene statistics histogram. C. Gene ontology enrichment bar chart of different gene categories in transcripts methylated in zebrafish brain tissues under hypoxic conditions, whic

**
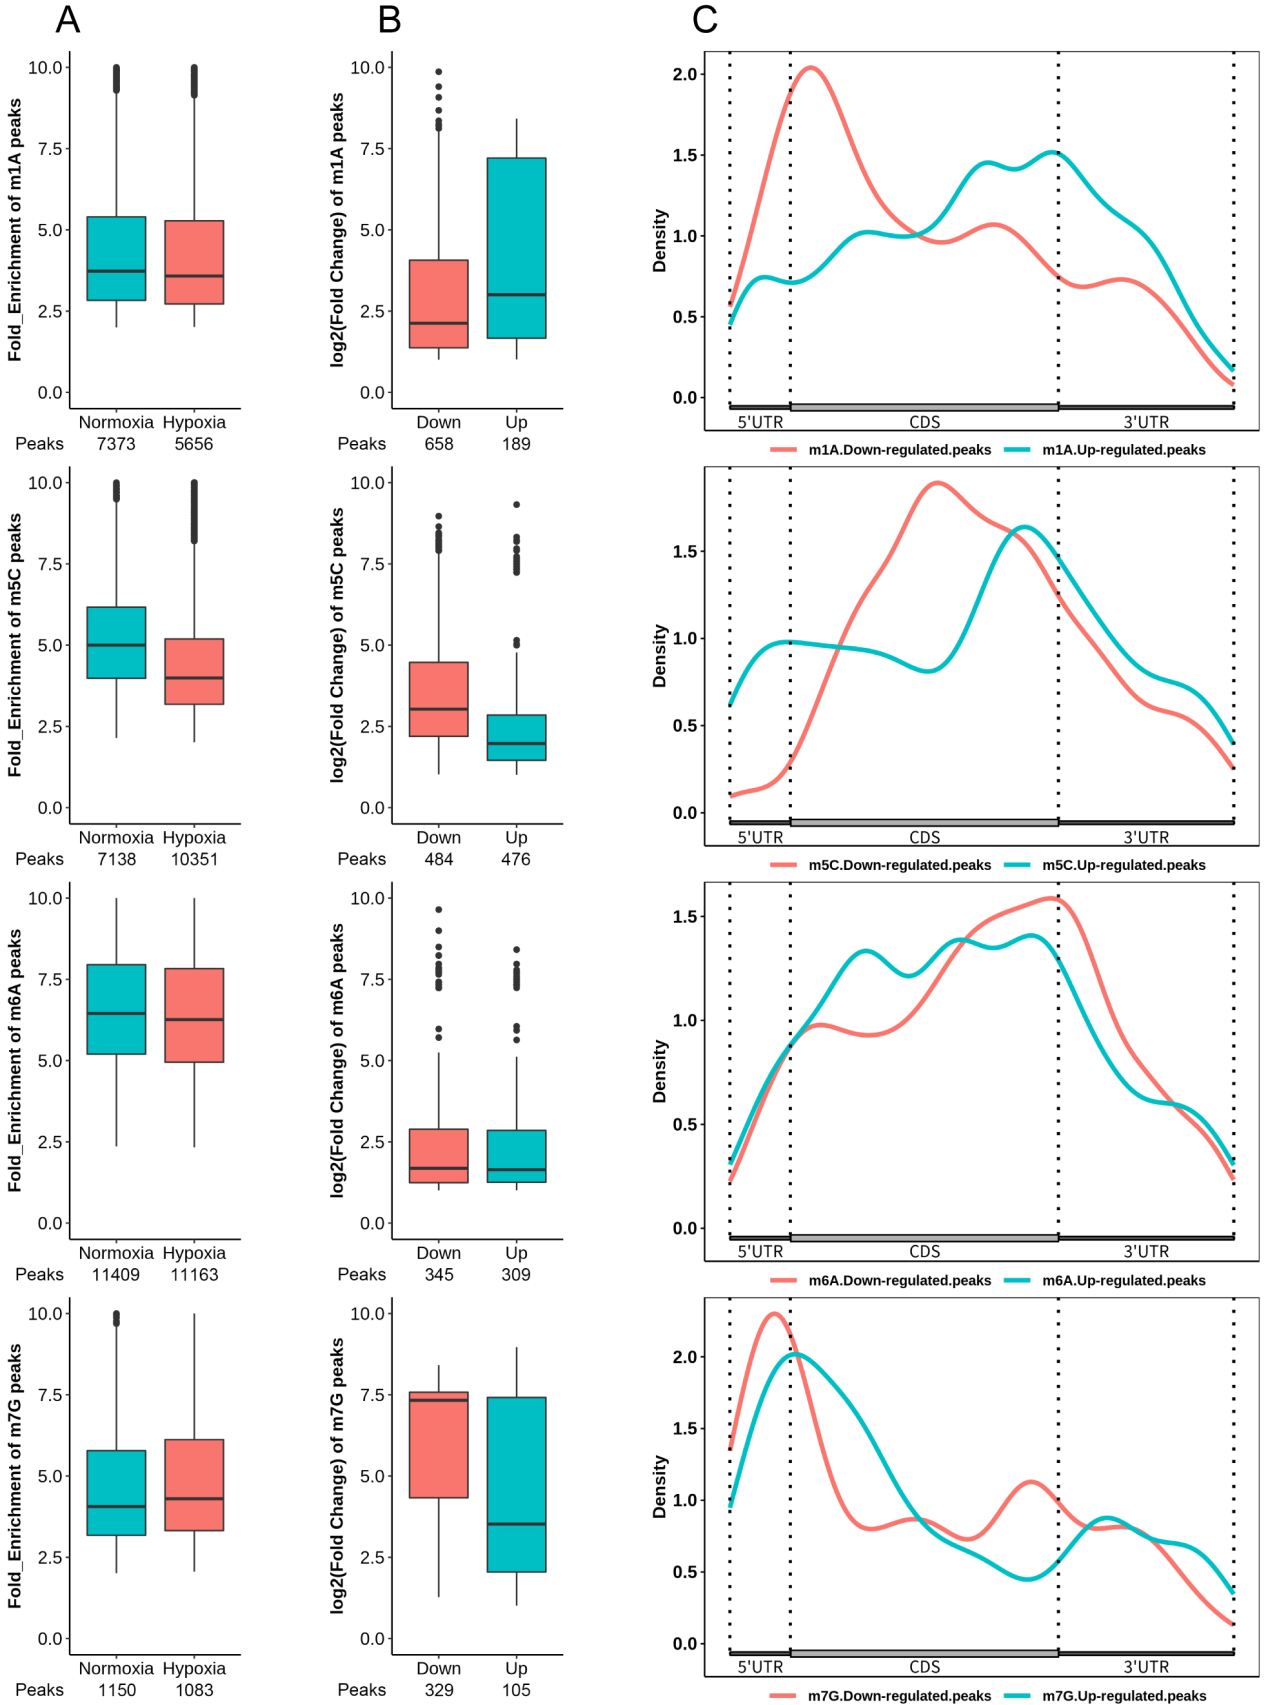
**

**Supplemental Figure 1. Distribution of differential methylation peaks of m1A, m5C, m6A and m7G in the transcriptome**

**A.** The fold enrichment of transcript methylation modification peaks analyzed by MACS2 software is displayed in 5 quantiles (boxplot), and the bottom of the box plot shows the number of methylation modification peaks in each group. **B.** The boxplot shows the up- and downregulated peaks (FC≥2) for the four methylations, m1A, m5C, m6A and m7G. **C.** These four differential methylation peaks are profiled in different fragments of the transcript (red: downregulated methylation peaks, green: upregulated methylation peaks), and each region was found to have different degrees of enrichment, but each modification had its own preference.

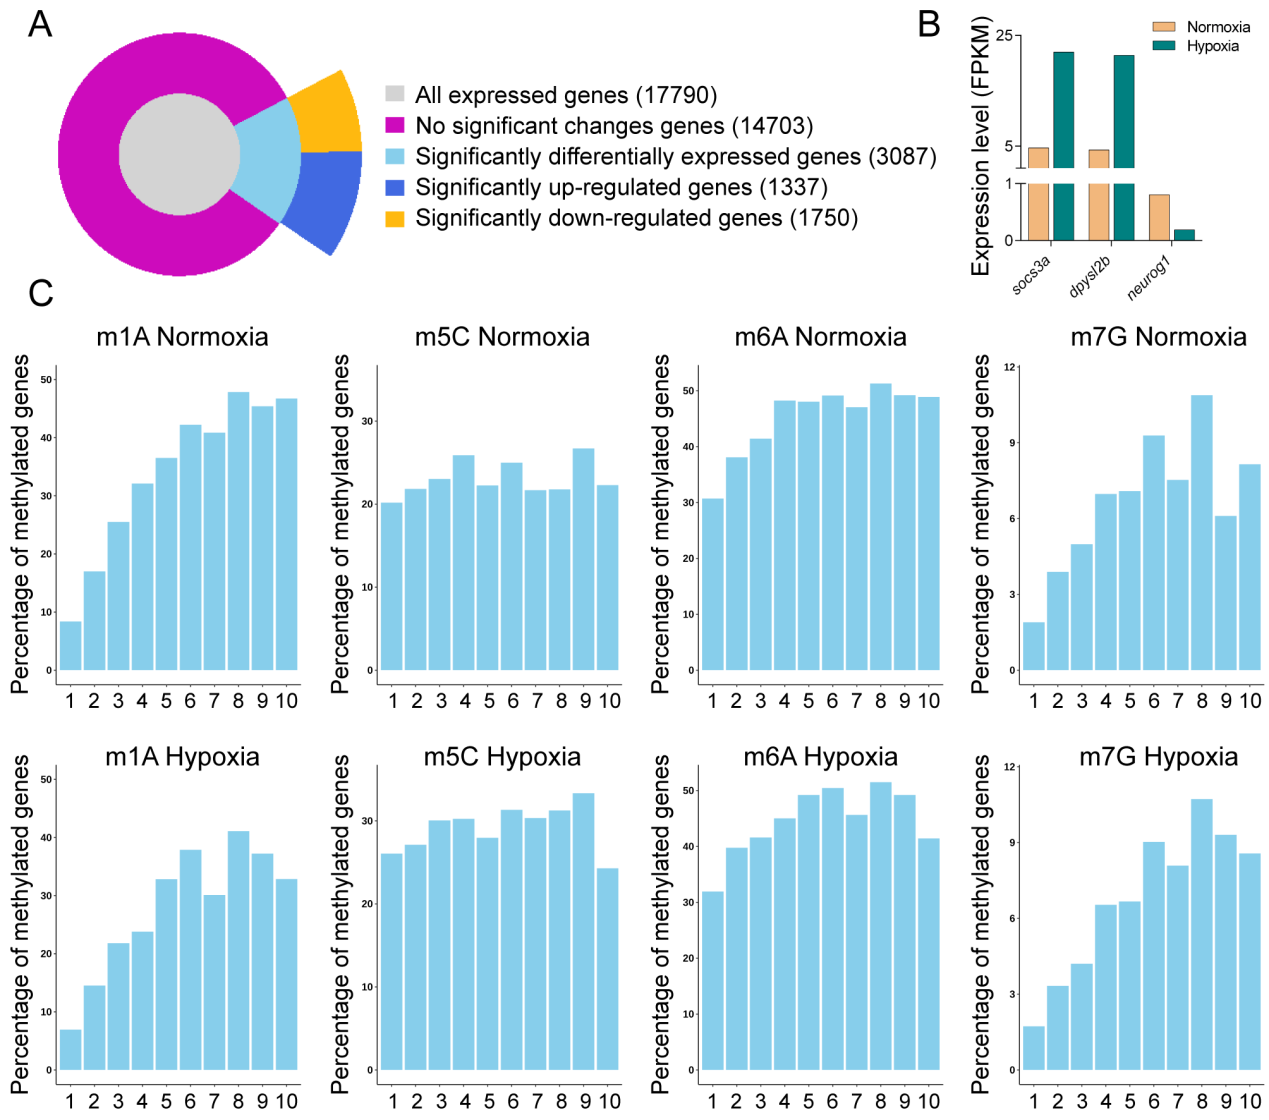

**Supplemental Figure 2. Detection of the expression of all transcripts by RNA-seq and MeRIP-seq**

**A.** The expression levels identified as unique to the brain were analyzed in zebrafish brain samples. The multilayer pie chart shows the number of differentially expressed genes, in which the number of upregulated genes is 1384 (blue) and the number of downregulated genes is 1801 (orange). **B.** The expression level of genes related to axon injury. **C**. The percentage of methylated genes in the normoxia group (top) and hypoxia group (bottom) in each expression bin are plotted.

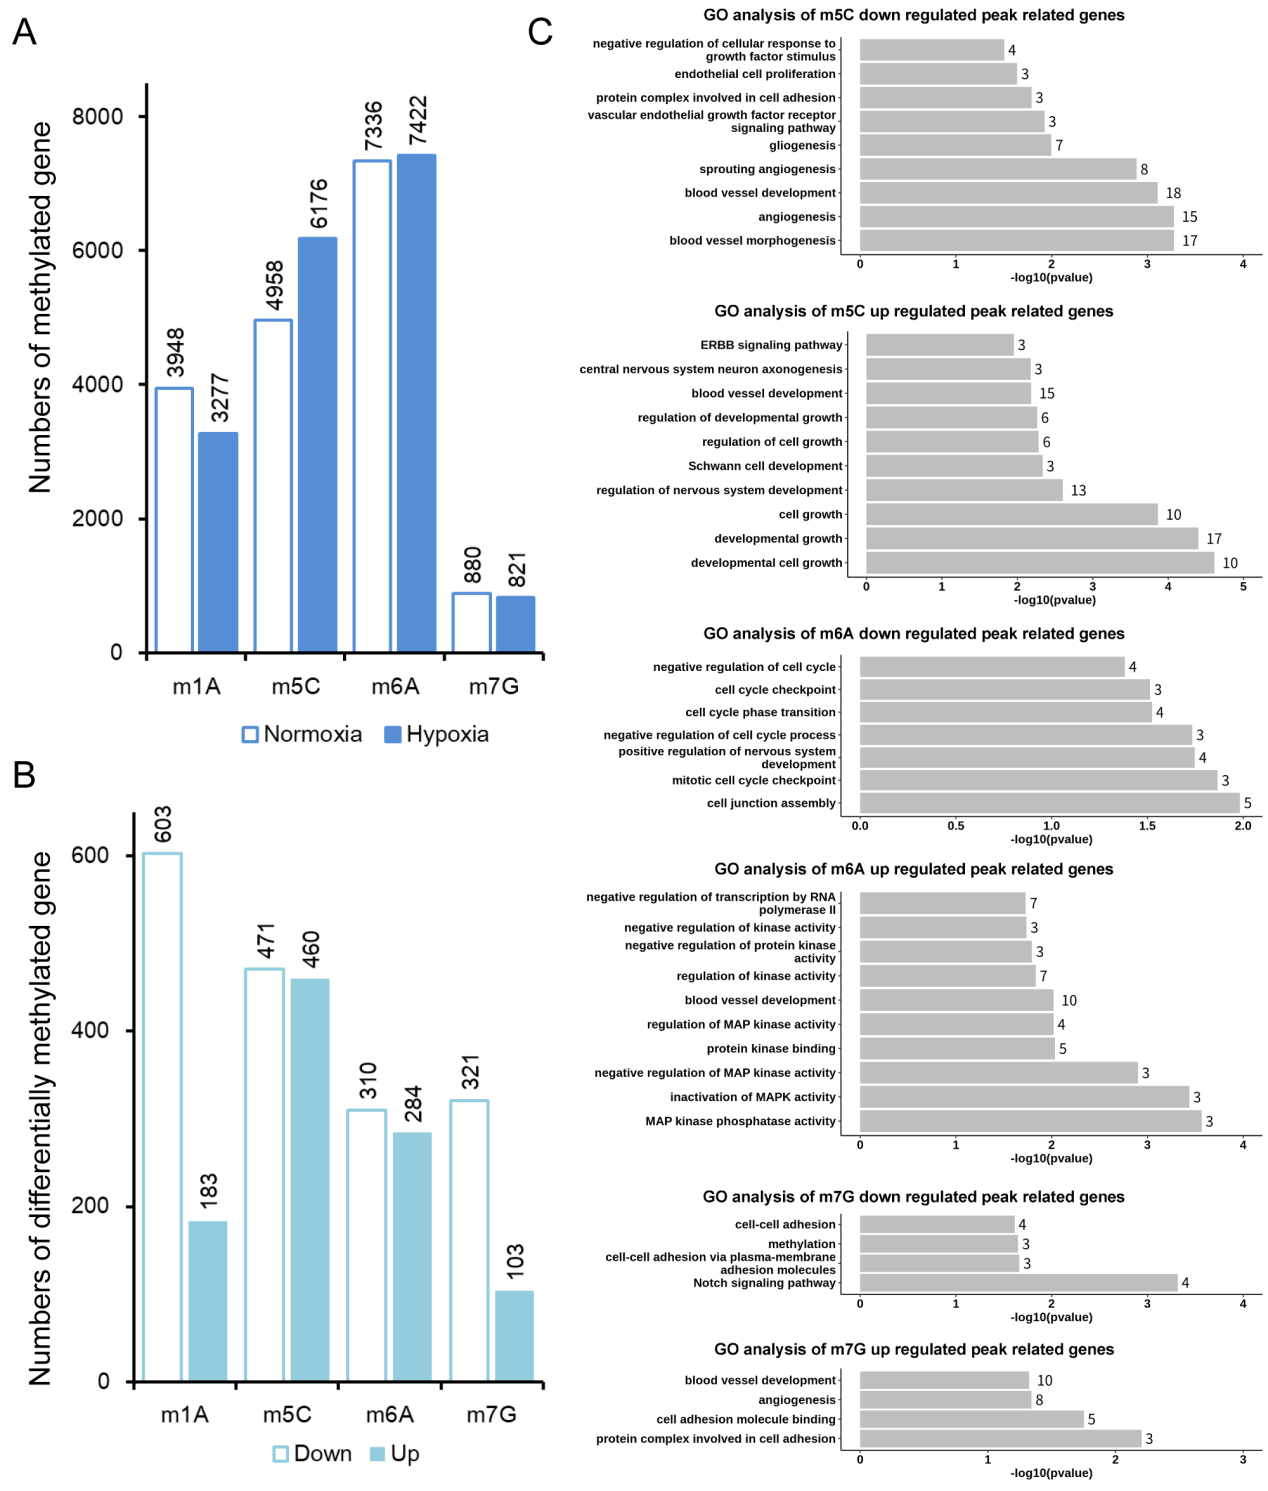

**Supplemental Figure 3. GO term enrichment analysis of internal m5C, m6A and m7G-methylated transcripts relative to all adequately expressed genes**

**A.** In the normal and hypoxia groups, the four methylation-modified genes (FPKM >0) in the brain tissue of zebrafish were presented in a statistical histogram; the number of m6A genes was the highest, while the number of m7G genes was the lowest. **B.** Differentially methylation-modified (upregulation and downregulation FC≥2, FPKM> 0) gene statistics histogram. **C.** Gene ontology enrichment bar chart of different gene categories in transcripts methylated in zebrafish brain tissues under hypoxic conditions, which shows the most significantly enriched category and phenotype-related entries.

**
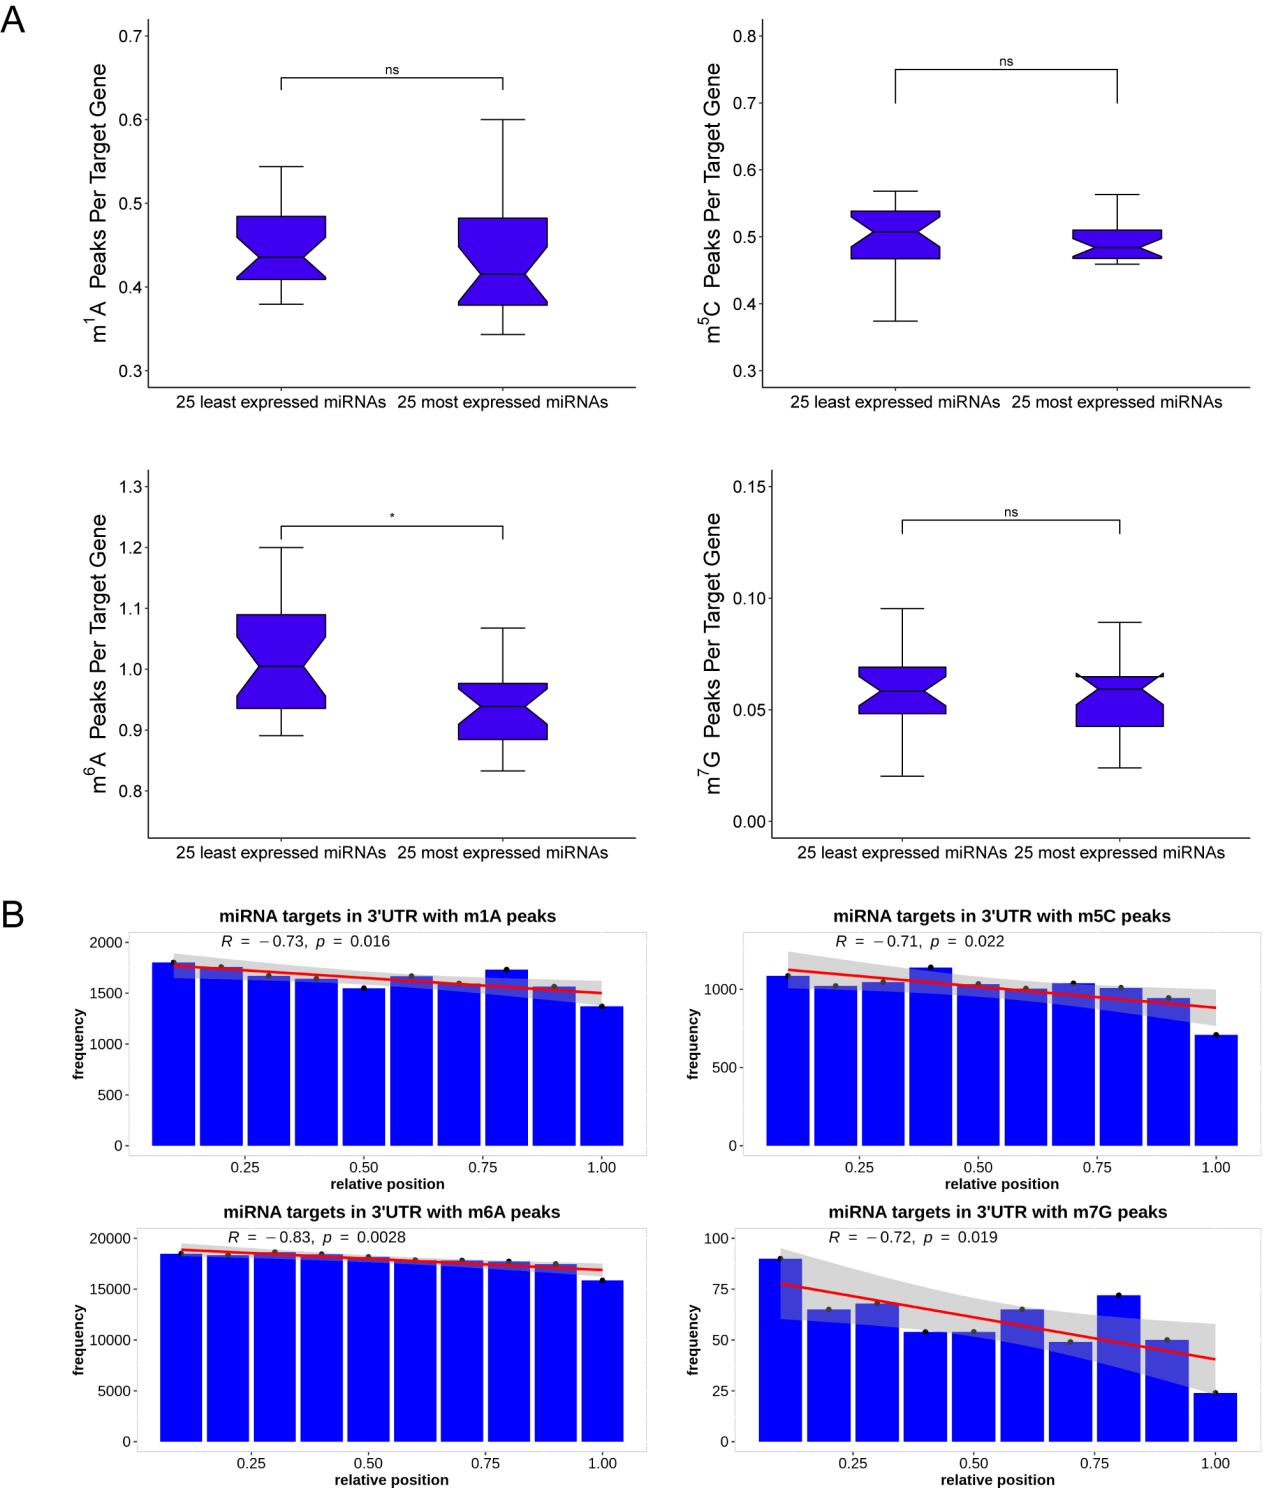
Supplemental Figure 4. The closest relationship between m6A and the miRNA-binding site in 3’UTRs**

**A.** Association between 3’UTR methylation abundance and miRNA targeting. Methylation abundance of the targeted 3’UTR for the 25 most/least abundant miRNAs in brain are shown using a box-plot, revealing a significantly greater percentage of m6A peaks within target mRNA 3'UTRs for the 25 weakly expressed brain miRNAs compared with the 25 most abundant brain miRNAs (*p < 0.05, Wilcoxon test). **B.** Distribution of miRNA target sites along the 3' UTRs of methylated genes. 3'UTRs are proportionally divided into ten parts, and the miRNA target abundance within each part is calculated and displayed using a bar chart. The relativity of miRNA target sites was calculated and displayed using the Pearson correlation coefficient.

**
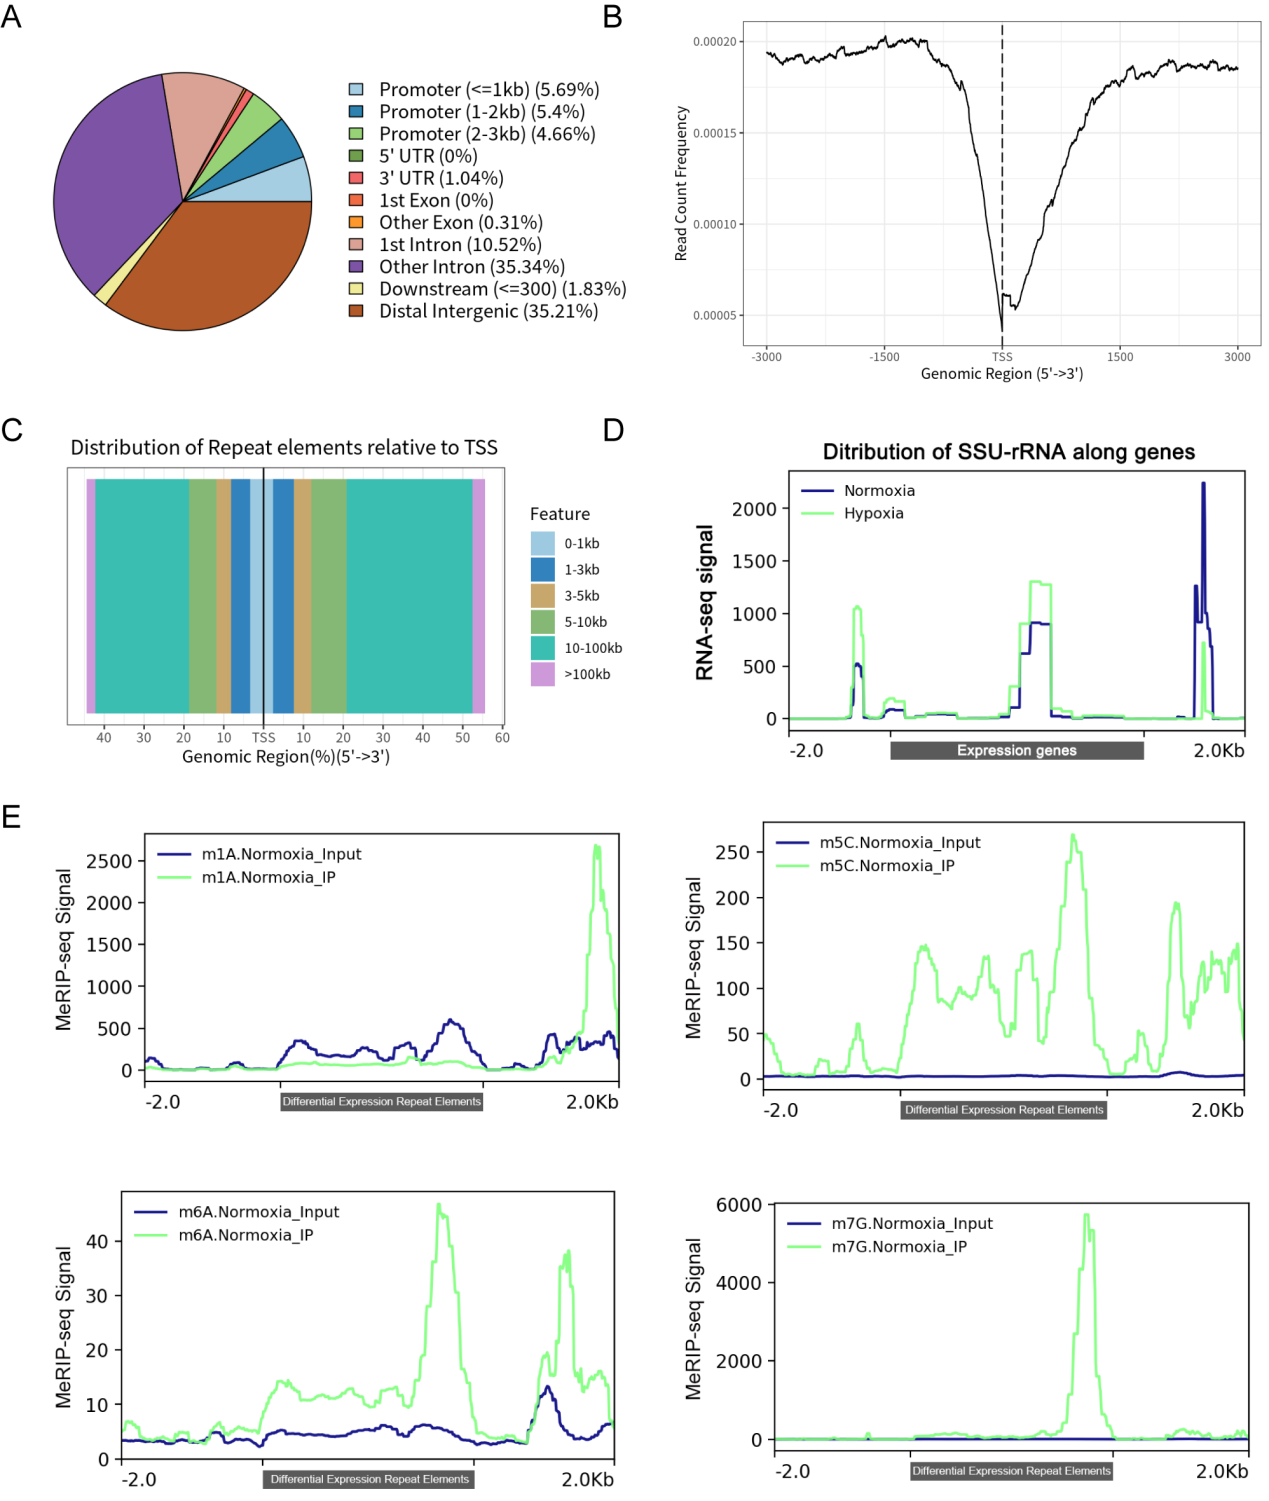
**

**Supplemental Figure 5. Description of the distribution of repeat elements in zebrafish brain tissue genomes**

**A-C**. Distribution of REs on the genome. The location information of REs was extracted from the featureCounts results, and ChIPseeker was used to analyze the distribution of these REs in the genome. **A**. The distribution of REs in each region of the genome. **B**. The distribution of REs in the range of 3 kb upstream and downstream of the TSS. **C**. The distribution percentage of REs within the scope of ±100 kb of the TSS. **D**. The distribution of SSU-rRNA on its corresponding genes. First, after extracting the location information of SSU-rRNA, bedtools was utilized to annotate those regions to the gene level, and the location information of its corresponding gene was obtained. Additionally all the SSU-rRNA sequences were extracted from the BAM file of RNA-seq, after which, deepTools was used to calculate and draw the SSU-rRNA distribution on these genes. **E**. The distribution of four methylation modification peaks on REs. To extract the location information of REs from the featureCounts results, deepTools was used to calculate the normalization matrix of MeRIP-seq and RE location information and to draw the distribution of methylation modification peaks on REs.

How the deposited data were processed for this re-analysis (not part of the article)

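The processed files of the MeRIP-seq and RNA-seq experiments were used as the authors deposited them. They are 8 peak lists, 1 for each of 4 modifications in normoxia and in hypoxia, and 1 table of gene expression. Each library is a pool of 30 brains, so every group has 1 library and no test between the groups was made.

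The authors trimmed reads with Cutadapt 1.9.3, aligned them to GRCz11 with HISAT2 2.0.4 and called peaks with MACS, which compares IP with input. The fold enrichment of a peak is the ratio of IP over input as deposited by the authors. The score of a peak, as deposited by the authors, is -10 times the log10 of the p from MACS. The FDR of a peak is a percent as deposited by the authors from MACS. Only 7 m1A peaks of normoxia have an FDR of at most 5%, so the FDR was used as an alternative only. The FPKM of each gene was made by the authors with Cuffdiff from libraries depleted of ribosomal RNA. The counts of each gene are estimated counts from Cuffdiff, scaled between the libraries by the authors before they were deposited. Each was divided by the step of its library, 0.973 in hypoxia and 1.03 in normoxia, to give reads. The scale of the deposited FPKM and counts was not changed further.

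All deposited peaks were used. A peak is shared when it overlaps a peak of the other group by at least 1 base, and is called lost when seen in normoxia alone and gained when seen in hypoxia alone. Genes with peaks were counted by the gene name in the peak lists. Gene lists and expression were joined by gene symbol and Ensembl gene ID, and of the peaks in normoxia and hypoxia 98.1% and 98.1% (m1A), 97.8% and 97.5% (m5C), 98.2% and 98.2% (m6A) and 88.4% and 90.6% (m7G) matched a gene of the expression table. Covered bases are the union of the peaks. Positions along the gene use the midpoint of the peak on the whole gene with introns, for genes of at least 5000 bases that share their place with no other gene, a measure chosen after the files were seen. Expression bins are 10 bins of equal width from FPKM 1 to 50.

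Genes at least 2-fold different are those with an FPKM ratio of at least 2 either way and an FPKM above 0 in both libraries. Gene lists are described by the median log2 ratio after adding 0.1 to each FPKM, over genes with a mean FPKM of at least 0.5, and by the percentile of this median among 10000 random lists of the same size matched on expression in 50 bins. Shares carry exact binomial (Clopper-Pearson) intervals, ratios of 2 counts the exact interval of a share turned into a ratio, and ratios of reads the exact Poisson interval, all at 95% and for counting error only. Intervals of ratios of all peaks or all genes treat the lists as independent, though many peaks are shared. Median ratios of scores and folds carry intervals from the ranked values over peaks.

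The 27 gene lists were written from general knowledge. The pathway lists are the hypoxia response, immediate early genes, heat shock and chaperones, m6A writers, erasers and readers, the writers, erasers and readers of m1A, m5C and m7G, SR and related splicing factors, hnRNP proteins, cell cycle, meiosis, apoptosis, Wnt signalling, BMP signalling, hindbrain morphogenesis, axon injury and regeneration, angiogenesis, kinase signalling and Notch signalling. The 10 cell type lists are markers of neurons, radial glia, oligodendrocytes, microglia, endothelial and mural cells, erythrocytes, photoreceptors and pineal cells, pituitary, skeletal muscle, and skin and connective tissue.

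Genes and peaks named are (a) every zebrafish gene the paper names, (b) in each direction the 12 genes with a symbol that have the largest FPKM ratio, an FPKM of at least 5 in the higher library and the same direction in the counts, (c) per modification the 5 highest scoring peaks seen in each group alone and the 3 genes with the most peaks, and (d) in each list up to 4 genes with the largest fold and up to 4 with the highest scoring lost or gained peaks. Values of Supplemental Tables 1 and 2 had been seen in part when this rule was written.

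The steps were tested on simulated data with known answers. Of 67 genes simulated with a 2-fold difference, 32 (47.8%) passed the 2-fold limit, and of those with a 4-fold difference 100% did. These genes were drawn only from those with a mean of at least 10 reads, and FPKM was set equal to reads. The run does not cover genes with fewer reads or errors of the FPKM. Among the unchanged genes of the run, 143 were called 2-fold with an interval that left out 1. Of 100 random lists of 40 genes without a shift, 6 fell outside the range of 95% of random lists, and all 100 lists with a shift of 0.5 did. All 2000 simulated peaks were found shared or not as placed. A list simulated with 3 times the depth had 1.72 times the peaks and 1.02 times after the score minimum was scaled. The simulated scores grew in proportion to depth, as the scaling assumes. This run therefore checks the calculation and not whether the deposited scores behave so. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.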

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

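Every test in this part was chosen after the result it concerns had been seen.

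The hypoxia list held 1.45 times as many m5C peaks as the normoxia list, and 0.767 times as many m1A peaks. More reads behind the m5C hypoxia list may account for the m5C difference: peaks with the same borders and fold score 3.06 times higher there, and with the score minimum scaled accordingly the m5C ratio is 0.981 (0.949 to 1.01). For m1A the same scaling gives 0.798 (0.771 to 0.827), so if the scaling holds, fewer reads are not the whole cause. The scaling assumes that scores grow in proportion to depth, which the deposited lists cannot show. Its factor comes only from peaks called in both lists, so fewer reads cannot be excluded for m1A. Strong m1A peaks, with a score minimum of 50 scaled in the same way, give 0.744 (0.709 to 0.781). Under this scaling the lower number was thus not limited to weak peaks. A weaker immunoprecipitation of m1A in hypoxia could not be told apart from less m1A, since the fold at identical m1A peaks is 0.809 times that in normoxia (0.796 to 0.819) and the fold at identical m6A peaks is as low, at 0.814, with 0.978 times the peaks. An effect of low oxygen on either modification stays open, because each list comes from 1 pool.

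Of genes at least 2-fold different, 1893 have a mean of under 10 reads, 1064 have 10 to 50 and 228 have 50 or more. Counting error between a pair of libraries with equal expression could give 1363 (at most 1430 in 100 simulations), 214 (at most 246) and 0.60 (at most 4) of these, which is 72.0%, 20.1% and 0.263%. Another split of reads over the transcripts of a gene in the FPKM could account for part, since whole-gene reads give 1800, 953 and 168 genes, and 151 of the 228 are 2-fold by both. Differences between the pools other than oxygen, such as the fish or the handling, may account for the rest and could not be tested with 1 RNA-seq library per condition.

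Among 8699 genes with an FPKM above 0 in both libraries, an FPKM of at least 5 in 1 of them and a place shared with no other gene, 557 were at least 2-fold different and lie next to each other on the chromosome in 60 pairs, and no more than 55 pairs arose in 1000 permutations (mean 35.3). In the smaller sets the totals did not pass the highest permutation. There were 11 pairs among genes with a mean of at least 50 reads (mean 3.81, highest 12) and 7 among genes at least 4-fold different (mean 1.71, highest 7). Each total was reached in 1 of 1000 permutations. With both limits there were 0 pairs (mean 0.106, highest 3). Different haplotypes in the pools of fish could give such clusters, and the excess of pairs in the whole set goes with that. Reads swapped between neighbouring genes may also do so and stay open, since 29 pairs go in opposite directions (permuted mean 17.4, highest 35) and 31 in the same (mean 18.0, highest 33), with 8 (mean 1.94, highest 8) and 3 (mean 1.86, highest 7) among genes with a mean of at least 50 reads, and 2 (mean 0.871, highest 5) and 5 (mean 0.841, highest 4) among genes at least 4-fold different. On chromosome 5, 16 of 490 of these genes were at least 4-fold different against 6.87 expected. It was picked after all chromosomes had been seen and has the highest share, 3.27%, with 2.72% on chromosome 25 next. Some of the 16 rest on few reads, such as castor1 with 0 in hypoxia and 3 in normoxia and cst14b.1 with 7 and 1. Others are 4-fold by FPKM but not by reads, such as mink1 (1.66 times lower) and nrarpb (2.04 times higher). The 16 include ier5l with 4 reads in hypoxia and 113 in normoxia, the phosphatase activator gene ptpa with 7 and 43, and, in the other direction, lrsam1 with 56 and 2. These 3 lie within 1 stretch from 32791245 to 32882162, and they do not change in the same direction. Shared regulation by low oxygen of genes in 1 stretch stays open.

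Small RNA genes, few of which make an RNA that keeps an m7G cap, held 79 m7G peaks in normoxia and 54 in hypoxia, with 17 and 5 on U1 genes, 8 and 3 on U2 genes and 16 and 15 on genes of the signal recognition particle RNA (Metazoa_SRP).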

How the results depend on the processing

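The scaling of the score minimum, the limit to genes with a place of their own and all settings for covered bases and positions were chosen after seeing the result, and the other settings here were written first. No paired analysis was possible because each condition is 1 library made from 30 pooled brains. Of 446 values of 135 results under another setting, 349 stayed the same, 89 moved and 8 reversed. The cause was not tested where a result did not hold. The total does not measure how firm the results are, because some settings could hardly change a value. All deposited m6A peaks already had a score of at least 50. Centring subtracted a median log2 ratio of only -0.01. Outside gene lists, named genes, expression bins, positions and single-peak shares, 7 of 23 values stayed the same with a score of at least 50. With a fold of at least 4, 6 of 23 did. Every median of a gene list was called the same, but signs and percentiles differed. The limit for a median was a band around its value given above, as wide as the range of 95% of random lists. The median turned sign with 1 added to each count for meiosis (-0.24), neurons (0.02), microglia (0.02), endothelial cells (-0.08) and skin (-0.08). At a mean FPKM of at least 5 it did so for immediate early genes (0.05), other writers (0.07) and kinase signalling (0.02). With a place of their own it did so for the hypoxia response (0.01) and SR factors (0.00), and after centring for SR factors (0.01). Lists left their random range with 1 added to each count (hypoxia response, percentile 0.65; heat shock, 1.34; angiogenesis, 2.41), at a mean FPKM of at least 5 (m6A genes, 99.2), after centring (angiogenesis, 2.42) and with a place of their own (angiogenesis, 0.875; kinase signalling, 0.33), where the oligodendrocyte list fell inside it (96.3). The shares of peaks per UTR and coding sequence, the share of A, C and G in peaks, the hexamers and printed motifs and the genes with a peak in the 3'UTR were not run, because a GRCz11 genome and transcript annotation were not used here.

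With a score of at least 50, the ratio of hypoxia to normoxia was 0.677 for m1A peaks, 0.734 for m1A genes, 2.78 for m5C peaks, 2.48 for m5C genes, 1.12 for m5C peaks per gene, 1.16 for m7G peaks and 1.22 for m7G genes. The ratio of peaks seen in normoxia alone to those in hypoxia alone was 6.38 for m1A, 0.158 for m5C and 0.522 for m7G, which reversed. Genes with a single peak were 60.6% and 65.4% for m1A, 91.6% and 82.9% for m5C and 86.4% and 86.3% for m7G in normoxia and hypoxia. The highest minus the lowest expression bin was 26.3 and 16.3 points for m1A and 1.37 and 1.54 for m7G. Genes with all 4 modifications numbered 34 in normoxia, 55 in hypoxia and 24 in both. Gained m1A peaks were on 0% of kinase signalling and 0% of angiogenesis genes with m1A. Lost m5C peaks were on 0% of angiogenesis genes, and gained ones on 100% of the angiogenesis, 100% of the hindbrain and 100% of the axon genes with m5C.

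With a fold of at least 4, the ratio of hypoxia to normoxia was 0.728 for m1A peaks, 0.780 for m1A genes, 0.994 for m5C peaks and 0.957 for m5C genes, which both reversed, 1.04 for m5C peaks per gene, 1.04 for m7G peaks and 1.06 for m7G genes. The ratio of peaks seen in normoxia alone to those in hypoxia alone was 4.41 for m1A, 1.01 for m5C and 0.884 for m7G, which both reversed, and 1.35 for m6A. Genes with a single peak were 63.8% and 68.0% for m1A, 77.4% and 75.3% for m5C and 84.6% and 83.5% for m7G. The m1A bins differed by 26.2 and 18.5 points. Genes with all 4 modifications numbered 201, 180 and 115. Gained m1A peaks were on 20.0% of kinase signalling and 0% of angiogenesis genes.

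With an FDR of at most 5%, 7 m1A peaks of normoxia and 0 of hypoxia remain, so that the ratios of m1A peaks and of m1A genes were 0, 100% of the genes had a single peak, the m1A bins in normoxia differed by 0 points and the genes with all 4 modifications were 0 in normoxia, 0 in hypoxia and 0 in both.

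With the score minimum scaled to the score at the same fold, the ratio was 0.798 for m1A peaks, 0.981 for m5C peaks and 0.933 for m5C genes, which both reversed, and the ratio of peaks seen in 1 group alone was 2.52 for m1A, 1.03 for m5C, which reversed, and 1.47 for m6A.

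With bins of equal numbers of genes, the m5C bins in hypoxia differed by -6.11 points over FPKM of at least 1, and the m6A bins by 26.9 and 23.6 points over FPKM 1 to 50. Genes at least 2-fold higher and lower numbered 610 and 731 with 1 added to each FPKM, 520 and 590 with an FPKM of at least 1 in both libraries and 528 and 694 with an interval that leaves out 1.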

Differences from the paper's values

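Of 46 values of the paper that were compared, 4 differ by more than 1.5 times and 13 are equal to the printed digits. The scaled score minimum named here was chosen after seeing the data, and the other settings before the data were examined.

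The paper gives 114093 m6A peaks in normoxia in its text, and the deposited list holds 11409. The count differs as well with a score of at least 50 (11409) and with a fold of at least 4 (11065).

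For m7G the paper's ratio of peaks lower to peaks higher in hypoxia is 3.13, and the ratio of peaks seen in normoxia alone to those seen in hypoxia alone is 1.17. It differs as well with a score of at least 50 (0.522), a fold of at least 4 (0.884), a reciprocal overlap of 50% (1.17) and the scaled score minimum (1.27). For genes the paper's ratio is 3, and the ratio of genes with lost to genes with gained m7G peaks is 1.12. It differs as well with a score of at least 50 (0.333), a fold of at least 4 (0.780), a reciprocal overlap (1.11) and the scaled score minimum (1.21).

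For m5C the paper's ratio of peaks lower to peaks higher is about 1.0 in Supplemental Fig. 1B, read by eye, and the ratio of peaks seen in 1 group alone is 0.492. It differs as well with a score of at least 50 (0.158) and a reciprocal overlap (0.501), and does not with a fold of at least 4 (1.01) or with the scaled score minimum (1.03). The paper's lists of differing peaks were made from reads with diffReps and those here from overlap of the deposited lists.

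The paper states that methylation of all modifications grows with expression. For m5C the share of genes with a peak was 21.7% in the lowest and 23.3% in the highest expression bin in normoxia, and 28.1% and 30.4% in hypoxia. Above an FPKM of 50 it was 17.5% and 18.8%. Below an FPKM of 1 it was 14.3% and 17.4%, lower than in the bins, as the paper's statement would have it.

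The paper states that srsf7 had less m1A in hypoxia, and shows read coverage of IP and input for srsf7a. The lists of peaks hold no coverage, and a missing peak does not exclude a difference in coverage. The deposited lists hold no m1A peak under the name of srsf7a or srsf7b in either group, and inside the place of srsf7b, which it shares with another gene, 0 m1A peaks in normoxia and 1 in hypoxia.

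The paper states that m1A is the most abundant of the modifications, from the share of modified bases. By length under peaks, which is another measure, m6A covered 3.94 times the bases of m1A in normoxia and 5.57 times in hypoxia.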

Other observations

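Of 42 genes of the hypoxia response, 1 was at least 2-fold higher and 6 were at least 2-fold lower after about 5 min of low oxygen. Their median log2 ratio was -0.06, at the 20.5 percentile of random lists, and depended on the setting, with -0.15 (percentile 0.65, outside the random range) with 1 added to each count and 0.01 (68.5) with genes that have a place of their own, a setting chosen after seeing the data. angptl4, a secreted lipase inhibitor, had 330 reads in hypoxia and 72 in normoxia (4.34 times higher, 3.35 to 5.68), and the oxygen sensor gene egln3 had 50 and 103. Immediate early genes (-0.03, percentile 45.5) went both ways, with fosab at 191 and 73 reads and the clock gene per1a at 250 and 623. Heat shock genes were at -0.11 (percentile 11.8), with hsp70l at 34 and 65 reads. Angiogenesis genes were at -0.15 and the 2.82 percentile, inside the range of 95% of random lists (-0.16 to 0.12), at the 16.0 percentile with a mean FPKM of at least 5, and outside the range with 1 added to each count (2.41), after centring (2.42) and with genes that have a place of their own (0.875). Of 54 genes, 11 were at least 2-fold lower, 6 of them with an interval that leaves out 1, and no gene with reads in both libraries was at least 2-fold higher. ccbe1, with 5 reads in hypoxia and none in normoxia, has no ratio and is not counted. tek, the angiopoietin receptor, had 17 and 52 reads (3.23 times lower by reads, 1.84 to 5.96). Wnt signalling genes were at -0.15 (percentile 5.65), with the Wnt inhibitor sfrp1b at 3 and 30 reads. The other signalling lists were BMP at -0.09 (percentile 18.1), Notch at -0.06 (36.7), with her4.2 at 24 and 7 reads, and kinase signalling at -0.08 (10.8), with pik3r3b at 226 and 518.

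The genes that write, erase and read m6A had a median of 0.16 (percentile 93.7), with a pair of paralogs of the writer complex in opposite directions. By reads, rbm15b was 13.0 times higher (7.06 to 26.6) and rbm15 3.90 times lower (2.96 to 5.21). The writers, erasers and readers of the other modifications were at -0.11 (percentile 20.1), with 5 of 23 at least 2-fold lower, among them the m7G writer gene wdr4 with 4 reads in hypoxia and 20 in normoxia and the m1A writer gene trmt61a with 7 and 21. SR splicing factors were at -0.01 (percentile 60.4), hnRNP genes at -0.07 (13.0), with fus at 16 and 103 reads, and 8 meiosis genes at 0.35 (88.0). Markers of oligodendrocytes, the myelin-forming cells, had a median of 0.25 over 13 genes, at the 99.6 percentile. This was the only one of 27 lists outside its range, without a correction for their number, and with genes that have a place of their own it lay inside (percentile 96.3). Of its genes, mpz had 296 and 86 reads (3.26 times higher by reads, 2.56 to 4.19) and plp1b 2560 and 1678 (1.44 times higher by reads, 1.36 to 1.54). Markers of radial glia were at 0.11 (percentile 95.6), neurons at -0.04 (26.3), microglia at -0.09 (23.5), endothelial and mural cells at 0.00 (52.8), erythrocytes at -0.05 (33.2), photoreceptors and pineal cells at 0.33 (93.7), pituitary at -0.90 over 3 genes (10.9), skeletal muscle at -0.27 (16.2) and skin at 0.08 (74.2).

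Among 569 gene ontology terms, a screen chosen after seeing the data, 10 lay below the 1st and 2 above the 99th percentile, with 5.69 expected each way. The lowest included regulation of heart contraction (-0.46 over 16 genes), otic placode formation (-0.49 over 17), organ morphogenesis (-0.49 over 14) and antigen processing and presentation (-0.49 over 14). Immune response (-0.23 over 89) and inflammatory response (-0.29 over 55) were also low. They share genes such as cxcl11.5, with 2 reads in hypoxia and 0 in normoxia. Circadian rhythm (0.37) was among the highest. Strong peaks were found in both groups more often than weak ones: of normoxia m1A peaks, 28.5% of the weakest 25% by score and 97.1% of the strongest 25% overlapped a hypoxia peak, and of hypoxia m5C peaks 20.0% and 68.0% overlapped a normoxia peak.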
